# Dipeptide species regulate p38MAPK–Smad3 signalling to maintain chronic myelogenous leukaemia stem cells

**DOI:** 10.1038/ncomms9039

**Published:** 2015-08-20

**Authors:** Kazuhito Naka, Yoshie Jomen, Kaori Ishihara, Junil Kim, Takahiro Ishimoto, Eun-Jin Bae, Robert P. Mohney, Steven M. Stirdivant, Hiroko Oshima, Masanobu Oshima, Dong-Wook Kim, Hiromitsu Nakauchi, Yoshihiro Takihara, Yukio Kato, Akira Ooshima, Seong-Jin Kim

## Abstract

Understanding the specific survival of the rare chronic myelogenous leukaemia (CML) stem cell population could provide a target for therapeutics aimed at eradicating these cells. However, little is known about how survival signalling is regulated in CML stem cells. In this study, we survey global metabolic differences between murine normal haematopoietic stem cells (HSCs) and CML stem cells using metabolomics techniques. Strikingly, we show that CML stem cells accumulate significantly higher levels of certain dipeptide species than normal HSCs. Once internalized, these dipeptide species activate amino-acid signalling via a pathway involving p38MAPK and the stemness transcription factor Smad3, which promotes CML stem cell maintenance. Importantly, pharmacological inhibition of dipeptide uptake inhibits CML stem cell activity *in vivo*. Our results demonstrate that dipeptide species support CML stem cell maintenance by activating p38MAPK–Smad3 signalling *in vivo*, and thus point towards a potential therapeutic target for CML treatment.

## Abstract (web summary)

Chronic myelogenous leukaemia contains a stem cell fraction and targeting this population of cells is an attractive therapeutic strategy. Here, the authors demonstrate that the stem cells take up dipeptides and that inhibiting the dipeptide transporter could reduce the number of these stem cells in mice.

Chronic myelogenous leukaemia (CML) arises when the *BCR-ABL1* oncogene is generated in haematopoietic stem cells (HSCs)^1^. Although tyrosine kinase inhibitors (TKIs), such as the first-generation TKI imatinib mesylate (IM) and the second-generation TKIs dasatinib and nilotinib, have markedly improved the prognosis of CML patients, a cure remains elusive^2^,^3^,^4^,^5^. CML stem cells, which are the cellular source of the vast majority of differentiated CML cells, are reportedly responsible for the recurrence of CML disease following TKI therapy^1^,^6^,^7^. Thus, to completely eradicate quiescent CML stem cells and CML disease, TKIs may have to be coupled with novel therapeutics targetting alternative molecular pathways.

A nutrient supply specifically required for CML stem cell maintenance could provide a candidate target for a novel therapy capable of eradicating CML stem cells. However, to reduce the harmful side effects of such molecular targetting on normal haematopoiesis, it is essential to understand the altered mechanisms that distinguish CML stem cells from normal HSCs. To pinpoint CML-associated nutrient signalling, we carried out a global metabolic comparison of normal HSCs with the corresponding stages of CML stem cells in tetracycline (tet)-inducible CML-affected mice^8^,^9^,^10^. Our approach allowed us to use doxycycline (DOX) withdrawal to synchronize the induction of CML disease in these mice via HSC-specific activation of the tTA (tetracycline-controlled transactivator) protein, and to obtain the most primitive long-term (LT)-CML stem cells from the bone marrow (BM) of animals developing CML. This strategy of metabolic analysis in a well-characterized CML model has uncovered a nutrient signalling pathway that is critical for the *in vivo* maintenance of CML stem cells but not normal HSCs.

In mammals, the uptake of small peptides by the Slc15A family of oligo/dipeptide transporters provides an effective and energy-saving intracellular source of amino acids^11^,^12^,^13^. These transporters are encoded by the *Slc15A1* (previously designated *Pept1*), *Slc15A2* (*Pept2*), *Slc15A4* (*Pht1*) and *Slc15A3* (*Pht2*) genes. 

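In the mm9 genome with the GENCODE M1 annotation, Slc15a1 lies on the minus strand of chromosome 14 from 121858841 to 121904475, with 23 exons encoding 709 residues. Slc15a2 is on chromosome 16, with 22 exons in its full-length transcript and 740 residues. Slc15a3 lies on the plus strand of chromosome 19 from 10914217 to 10933852, with 8 exons and 578 residues, and Slc15a4 on the minus strand of chromosome 5 from 128076034 to 128113267, with 8 exons and 574 residues. RNA sequencing of bone marrow cells sorted from normal and CML-affected mice (8 libraries) detected the transcripts at different levels. Slc15a1 was between 0.036 and 0.255 RPKM, which corresponds to about 2 to 16 reads, and Slc15a3 between 0.024 and 0.429 RPKM, or about 1 to 24 reads. At these depths the counting error was at least 20.4% of each value. Between CML stem cells and normal HSCs neither passed the threshold (adjusted p = 0.906 for Slc15a1 and 0.623 for Slc15a3 from limma), and both were lowest in the CML-KLS- library, which had no replicate. Slc15a4 was between 1.36 and 4.38 RPKM and was highest in the CML-KLS- library. Between CML stem cells and normal HSCs its log2 fold change was 0.14 (standard error 0.16, adjusted p = 0.799 from limma), smaller than the spread between libraries. Slc15a2 was the family member with the highest RPKM in each LT and ST library, whereas Slc15a4 was above it in both KLS- libraries.

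**Figure D1:**
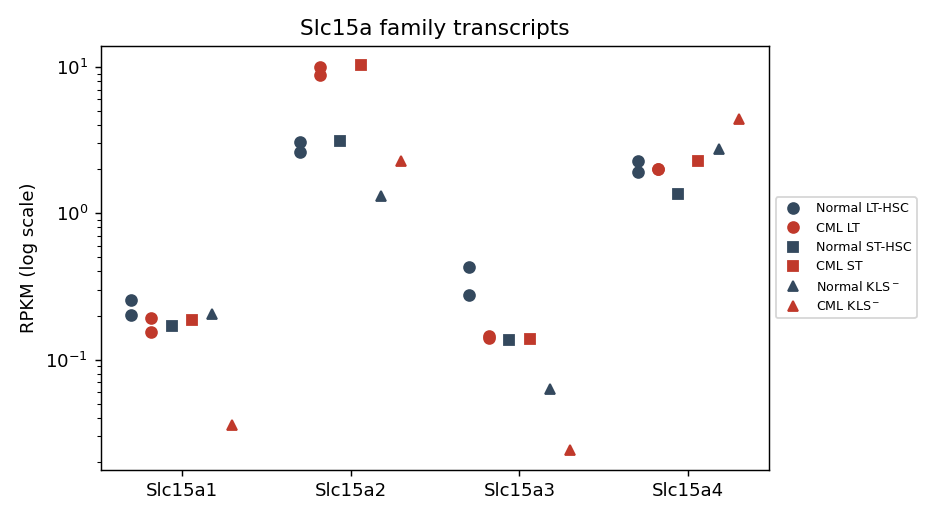
RPKM (y axis, log scale) of the 4 Slc15a genes (x axis) in the 8 libraries, normal in dark grey and CML in red, with circles for LT, squares for ST and triangles for KLS- cells. Each point is 1 library; Slc15a1 and Slc15a3 stay below 0.43 RPKM.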

Oligo-/dipeptide uptake dependent on Slc15A1/2 has been well studied in renal and intestinal epithelial cells^11^,^12^,^13^, but the functions of these transporters in haematopoietic cells are obscure. We propose that Slc15A2 dipeptide transporter activity sustains CML stem cell maintenance by guaranteeing an alternative nutrient supply. Most importantly, this survival mechanism apparently does not operate routinely in normal HSCs.

CML stem cell maintenance is also influenced by the TGF-β pathway, which can either decrease or increase CML stem cell numbers *in vivo* depending on the cellular context^14^,^15^. Because Smad3, a downstream effector of TGF-β signalling, is a ‘master regulator' of cell fate^16^, it has been of great interest to determine whether Smad3 promotes the maintenance of ‘stemness' *in vivo*, including CML cell stemness. In our study, we provide evidence that post-translational modification of Smad3 by non-canonical phosphorylation at Ser208 is crucial for CML stem cell activity *in vivo*. Intriguingly, we also demonstrate that this non-canonical Smad3 phosphorylation is mediated by dipeptide-triggered activation of p38MAPK.

Our results demonstrate that dipeptide species support a nutrient signalling mechanism that is required for CML stem cell activity *in vivo*. This novel mechanism has two linked features: (1) primitive CML stem cells take up dipeptide species through Slc15A2 transporter activity, and (2) these internalized dipeptides regulate nutrient signalling pathway(s) through p38MAPK-mediated Smad3–Ser208 phosphorylation. Because this mechanism does not appear to function in normal HSCs, it may be possible to eliminate vulnerable CML stem cells by therapeutic targetting of this crucial nutrient signalling pathway, offering new hope for reducing CML recurrence in patients.

## Results

### CML stem cells accumulate several dipeptide species

To identify nutrient signalling differences between normal HSCs and CML stem cells, we carried out a global metabolic comparison of cells isolated from control and tet-inducible CML-affected mice. To obtain the latter animals, we crossed *Tal1-tTA* mice with *TRE-BCR-ABL1* transgenic mice (FVB/N background) to generate *Tal1-tTA* × *TRE-BCR-ABL1* double-transgenic progeny^8^,^9^,^10^,^17^,^18^. When these progeny are subjected to DOX withdrawal, synchronous induction of CML disease occurs with the generation of CML stem cells. From healthy control (*Tal1-tTA*^*+*^) and CML-affected (*Tal1-tTA*^*+*^*TRE-BCR-ABL1*^*+*^) littermates, we isolated the following cell subsets: the immature KLS^+^ (cKit^+^Lineage^−^Sca-1^+^) population, which includes normal HSCs and CML stem cells (also known as leukaemia-initiating cells (LICs)), the committed progenitor KLS^−^ (cKit^+^Lineage^−^Sca-1^−^) population and the mature Lin^+^ (Lineage^+^) population. We then applied metabolomics techniques to examine the metabolites of these cells. Although quiescent normal HSCs reportedly produce adenosine 5′-triphosphate through anaerobic glycolysis^19^,^20^, we observed no differences in levels of glucose, fructose 1,6-bisphosphate or pyruvate between normal KLS^+^ cells and CML-KLS^+^ cells (Fig. 1a; Supplementary Data 1). Adenosine 5′-monophosphate levels were slightly higher in CML-KLS^+^ cells than in normal KLS^+^ cells, but adenosine 5′-triphosphate was not measurable by this approach in either population.

When we determined levels of various individual amino acids, we observed no differences between normal KLS^+^ and CML-KLS^+^ cells (Fig. 1b; Supplementary Data 1). However, to our surprise, several dipeptide species were markedly increased in CML-KLS^+^ cells compared with normal KLS^+^ cells, whether the latter cells were isolated from healthy littermate (FVB/N) mice (Fig. 1c; Supplementary Fig. 1) or from healthy C57BL/6 control mice at 8 or 24 weeks of age (Supplementary Data 1). A calculation of the ratio of dipeptide levels in CML cells versus normal cells at each stage indicated that, compared with most Lin^+^-differentiated CML cells, it is the immature CML-KLS^+^ population that tends to have the largest dipeptide content (Fig. 1d). While dipeptides were also elevated in the CML-KLS^−^ progenitor population, for reasons elaborated below, we believe that this increase was likely due to the increased protein turnover/degradation that is required to support the vigorous proliferation of CML progenitors. Although we cannot exclude the possibility that there is a systemic increase in dipeptide species in the blood of tet-inducible CML-affected mice, we saw no obvious correlation between dipeptide levels in the rare population of CML-KLS^+^ cells and the vast majority of differentiated CML-Lin^+^ cells (Supplementary Fig. 2). Thus, a mechanism(s) intrinsic to CML stem cells may contribute to their accumulation of dipeptide species *in vivo*. We then set out to determine why, unlike normal HSCs, quiescent CML stem cells store amino acids in dipeptide pools.

### CML stem cells take up dipeptides via the Slc15A2 transporter

To investigate why dipeptides accumulate in immature CML cells, we examined upstream gene expression patterns. 

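RNA from sorted bone marrow cells was sequenced in 8 libraries. Normal mice gave 2 libraries of long-term HSCs (LT-HSCs), 1 of short-term (ST) HSCs and 1 of KLS- progenitors, and CML-affected mice gave the same number for each corresponding population. Only the LT populations had replicates, so values for the ST and KLS- populations have no replicate error. The paper's methods describe tet-inducible mice and littermates on the FVB/N background, 8 to 12 weeks old and 5 weeks after DOX withdrawal. The metabolomic comparison of the paper also used normal C57BL/6 mice of 8 or 24 weeks, and other CML models in the paper were on the C57BL/6 background. The labels of the libraries name C57BL/6 as the strain of all of them and give ages of 2 months (LT-HSC replicate 1, ST-HSC and KLS-) and 6 months (LT-HSC replicate 2) for the normal cells. The authors mapped paired-end reads to the mm9 mouse genome (NCBI Build 37) and deposited one RPKM value for each gene in each library, without read counts. The most frequent ratio of low RPKM values between libraries gave their relative depth. With this depth, low values lay on whole multiples of a common step, taken as 1 read, in 87.6% of the 6245 low genes examined. With exon lengths from the GENCODE M1 annotation, the steps corresponded to an estimated depth, in M reads (M as in Mb), of 20.7 and 18.2 for the LT-CML replicates, 18.6 for ST-CML and 17.8 for CML-KLS- cells, against 19.9 and 23.9 for the LT-HSC replicates, 18.8 for ST-HSCs and 20.3 for normal KLS- cells. A gene of 1 kb needed 0.126 to 0.168 RPKM to reach 3 reads. Across the 12561 genes with a total above 1 RPKM over the 8 libraries, log2(RPKM + 1) had a Pearson correlation of 0.981 between the LT-HSC replicates and 0.982 between the LT-CML replicates, little above the 0.963 to 0.976 between LT-HSC and LT-CML libraries and the 0.980 between the KLS- libraries. RPKM corrects for depth and transcript length but not for the composition of a library, and 10.1 to 12.4% of the summed RPKM of each library came from its 10 highest genes. Differences were tested with limma on log2(RPKM + 1), a scale that understates the change of genes with low values.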

We isolated the most primitive LT stem cells (CD150^+^CD48^−^CD135^−^KLS^+^ cells)^8^, short-term (ST) stem cells (CD150^−^CD48^−^CD135^−^ KLS^+^ cells) and KLS^−^ progenitor cells (Supplementary Fig. 3) from healthy littermate control and CML-affected mice and performed gene expression profiling using next-generation RNA sequencing. 

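Supplementary Data 2 compares CML stem libraries (LT replicates 1 and 2 and ST, n = 3) with normal HSC libraries (LT replicates 1 and 2 and ST, n = 3), so the ST cells were pooled with the LT cells. The paper's text does not state the thresholds of the screen. The columns of that table fit a one-sided p under 0.05 for a higher mean RPKM in CML stem cells with unequal variances, a log2 ratio of mean RPKM above 1 against normal HSCs, against CML-KLS- cells and against the 5 other libraries together, and a total above 1 RPKM. Applied to the deposited values, these thresholds passed 122 genes. Of these, 15 had a mean RPKM of 0 in normal HSCs (5 genes) or in CML-KLS- cells (12 genes), where a ratio has no finite value, and 107 had finite ratios. The comparison with CML-KLS- cells removed genes from the 267 that passed the p and the ratio to normal HSCs. In 102 of the 107 genes each CML stem library lay above each normal HSC library, and the median log2 ratio to normal HSCs was 1.70. Both values describe the selected genes, since the same libraries selected them, and are not a separate test. The one-sided p was not corrected for the number of genes. After Benjamini-Hochberg adjustment of these p-values over 12559 genes, 0 of the 122 genes stayed under 0.05, and the smallest adjusted value of any gene was 0.189. Of the processing choices, the minimum on RPKM moved the number of passing genes most, from 49 with a mean of at least 1 RPKM to 263 without a minimum on the total.
A limma fit of the same 6 libraries, which shares the estimate of the spread among genes, gave 294 genes with an adjusted p under 0.05 among 12561 genes, 148 higher and 146 lower in CML stem cells, and 53 of the 122 genes were among them. This fit does not account for cell type, and with LT or ST cell type as a covariate it gave 543 genes. The contrast of LT-CML with LT-HSC libraries (n = 2 in each group), taken from a fit of all 8 libraries, gave 118 genes higher and 99 lower, and included 40 of the 122. The largest ratio belonged to Gdpd3, on chromosome 7 of mm9 from 133909928 to 133919157. Its RPKM was 105 ± 23.4 (SD, n = 3) in CML stem cells and 0.297 ± 0.042 (SD, n = 3) in normal HSCs, a log2 fold change of 6.33 (standard error 0.18, adjusted p = 5.94e-06 from limma with Benjamini-Hochberg adjustment), and it was also 41.0 in CML-KLS- cells against 1.43 in normal KLS- cells. Atp6v0e2, on chromosome 6 from 48487568 to 48491797, rose by 3.82 on the same scale (standard error 0.17, adjusted p = 5.23e-05 from limma). Among screened genes that also had an adjusted p under 0.05 in this fit, the others with the largest ratios were Serpina3h, Slc5a9, Gm15698 and the MHC genes H2-Ea, H2-Bl and H2-T3, which had log2 fold changes of 0.79 to 2.72, and each was below 1 RPKM in each normal HSC library. Among genes lower in each CML stem library with an adjusted p under 0.05, the largest falls were those of Trim12, Hbb-b2, H2-Eb1, Ifi205 and a RIKEN clone gene. Trim12 fell by 4.52 on the log2 scale (standard error 0.20, adjusted p = 5.23e-05 from limma), from 25.6 ± 6.82 RPKM (SD, n = 3) to 0.136 ± 0.058 (SD, n = 3), and was 12.5 in normal KLS- and 0.110 in CML-KLS- cells. The screen looked for higher values, so these 5 genes could not enter it.

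**Figure D2:**
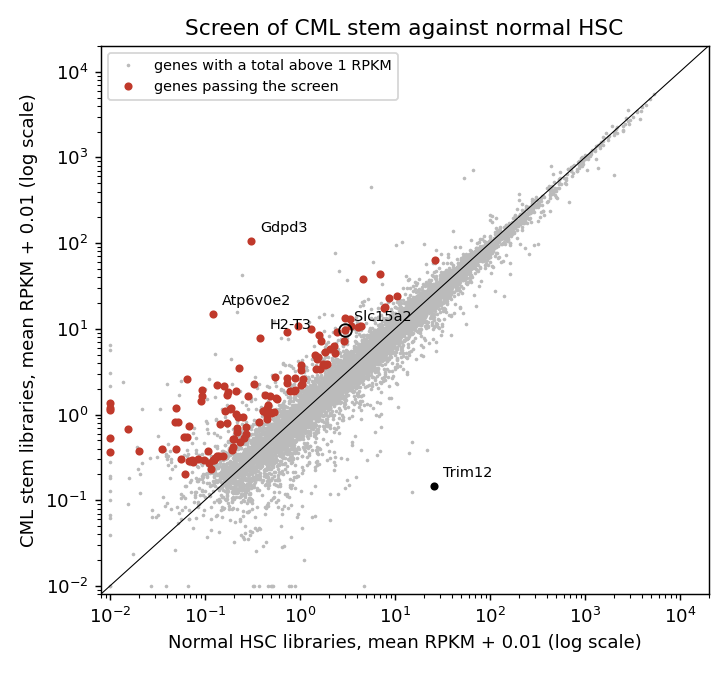
Mean RPKM + 0.01 of each of the 12561 genes in the 3 normal HSC libraries (x axis, log scale) and the 3 CML stem libraries (y axis, log scale). Red points are the 122 genes passing the screen, the open circle is Slc15a2 and the diagonal marks equal values; Gdpd3 lies farthest above the diagonal of the named genes and Trim12 far below it.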

We screened for genes that were upregulated in LT-CML stem cells but not in CML-KLS^−^ cells or normal LT-HSCs, and identified 107 such genes (Supplementary Data 2). 

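Slc15a2 lies on the minus strand of chromosome 16 of mm9, from 36750264 to 36785048, and encodes the oligo-/dipeptide transporter Slc15A2. Its RPKM was 8.75 and 9.94 in the LT-CML replicates (mean 9.34 ± 0.84, SD, n = 2) and 2.64 and 3.07 in the LT-HSC replicates (mean 2.86 ± 0.31, SD, n = 2). The single ST-CML library had 10.3 RPKM and the single ST-HSC library 3.13. Progenitors had less, with 2.28 RPKM in CML-KLS- cells and 1.31 in normal KLS- cells. With the 3993 bases of the full-length transcript, these values correspond to about 723 and 722 reads in the LT-CML replicates, 210 and 293 in the LT-HSC replicates and 106 in normal KLS- cells, where the counting error alone was 9.73%.
Between LT-CML stem cells and LT-HSCs the log2 fold change of log2(RPKM + 1) was 1.42 (standard error 0.20, adjusted p = 0.0174 from limma with Benjamini-Hochberg adjustment, n = 2 in each group). Between the 3 CML stem and the 3 normal HSC libraries it was 1.43 (standard error 0.14, adjusted p = 0.00285 from limma). Each CML stem library had a higher RPKM than each normal HSC library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). As a log2 ratio of mean RPKM the difference was 1.71 for the pooled groups, 1.71 for LT cells and 1.71 for ST cells, and 0.81 between CML-KLS- and normal KLS- cells. LT-CML stem cells exceeded CML-KLS- cells by a log2 ratio of 2.03, and the pooled CML stem libraries by 2.08, differences that were not tested because CML-KLS- cells had 1 library. Quantile normalization lowered the log2 ratio of LT-CML to CML-KLS- cells to 1.75. Without a minimum on RPKM, the adjusted p for LT cells rose to 0.218, with the fold change unchanged. Among the 107 screened genes with finite ratios, Slc15a2 ranked 15 by total RPKM and 53 by its ratio to normal HSCs. Actb, the reference transcript of the RT–PCR assay, had 3504 ± 90.5 RPKM (SD, n = 3) in CML stem cells and 3914 ± 317 (SD, n = 3) in normal HSCs (log2 fold change -0.16, adjusted p = 0.672 from limma). From its place in the screen and from RT–PCR measurements in the same populations, the paper concludes that this transporter gene is highly expressed in LT-CML stem cells relative to both CML-KLS- progenitors and normal LT-HSCs.

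**Figure D3:**
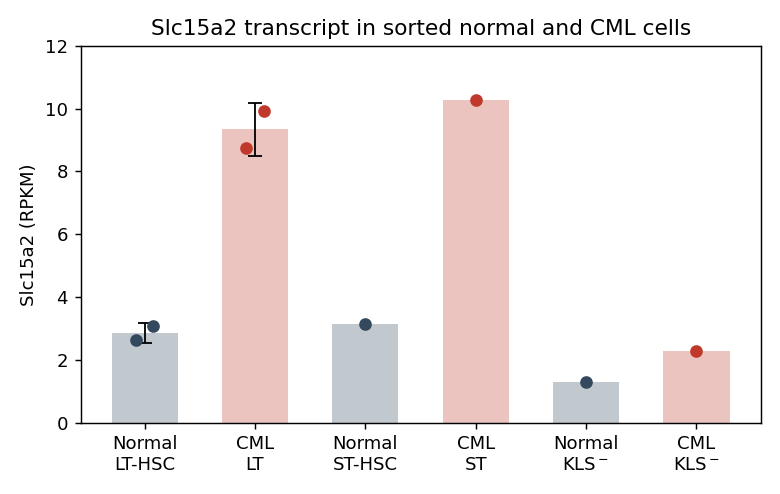
RPKM of Slc15a2 (y axis) in the 6 sorted populations (x axis), normal in dark grey and CML in red. Points are libraries, bars are means and error bars are the SD of the 2 LT replicates; populations with 1 point had no replicate. The LT-CML and ST-CML libraries lie between 8.75 and 10.3, above the normal HSC libraries at 2.64 to 3.13.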

Most notable among these was the *Slc15A2* gene encoding an oligo-/dipeptide transporter, which quantitative real-time RT–PCR analyses confirmed was highly expressed in LT-CML stem cells compared with not only CML-KLS^−^ progenitors but also normal LT-HSCs (Fig. 2a; Supplementary Data 2).

To perform a functional analysis of whether Slc15A2 activity was in fact implicated in the observed dipeptide accumulation, we first incubated CML-KLS^+^ cells *in vitro* with [^3^H]-labelled glycylsarcosine (GlySar)^21^,^22^, which is a dipeptide analogue that cannot be metabolized and acts as a substrate of Slc15A family transporters. Interestingly, CML-KLS^+^ cells internalized much more [^3^H]GlySar than did normal KLS^+^ cells, and this uptake was markedly decreased in the presence of the Slc15A2-specific chemical competitor cefadroxil^23^ (Fig. 2b). We next incubated CML-KLS^+^ cells with exogenous dipeptide (Ser–Leu) *in vitro*, followed by metabolomics analysis. Compared with control CML-KLS^+^ cells, CML-KLS^+^ cells incubated with Ser–Leu tended to show increased levels of both the Ser–Leu dipeptide and its hydrolysed component amino acids (Ser and Leu) (Fig. 2c). Importantly, treatment with cefadroxil markedly suppressed these accumulations of Ser–Leu, Ser and Leu, indicating that, even though the internalized dipeptide was rapidly hydrolysed, CML stem cells cultured *in vitro* still possess intrinsic dipeptide transporter activity. We also evaluated the possibility that defective protein degradation might contribute to the dipeptide accumulation in CML stem cells. Treatment of these cells *in vitro* with Bortezomib (a 26S proteasome inhibitor) or Bafilomycin A1 (an autophagy inhibitor) tended to decrease individual amino-acid levels (Supplementary Fig. 4). However, in these same cells, treatment with the inhibitors induced only one instance of statistically significant dipeptide accumulation (Supplementary Fig. 5). Thus, a defect in proteasomal degradation or autophagy does not appear to be the major cause of dipeptide accumulation in CML stem cells.

On the basis of these *in vitro* results, we examined whether cefadroxil could attenuate dipeptide internalization by CML stem cells *in vivo.* CML-affected mice received oral administration of cefadroxil for 30 days, followed by metabolomics analysis of CML stem cells to measure intracellular dipeptides. Intriguingly, exposure of mice to cefadroxil decreased levels of several dipeptides in immature CML-KLS^+^ cells, implying impaired uptake of these dipeptide species (Fig. 2d). Combined with our *in vitro* data, these *in vivo* results implicate Slc15A2 transporter activity as a major driver of dipeptide accumulation in CML stem cells.

To understand the biological role of dipeptide uptake in CML stem cells, we evaluated how inhibition of dipeptide transporter function affected CML stem cell activity *in vitro*. Lentiviral transduction of short hairpin RNAs (shRNAs) targetting *Slc15A2* messenger RNA (mRNA) also decreased the colony-forming capacity of CML-KLS^+^ cells but not that of CML-KLS^−^ cells (Fig. 2e). These data suggest that dipeptide uptake through the Slc15A2 transporter maintains CML stem cell activity *in vitro*.

To identify the pathway mediating intracellular nutrient signalling associated with dipeptide uptake, we first investigated whether treatment *in vitro* of LT-CML stem cells with GlySar or cefadroxil affected signalling via the mTORC1 pathway^24^,^25^. We exposed LT-CML stem cells to 5 μM GlySar or 5 μM cefadroxil for 30 min and used the highly sensitive Duolink *in situ* proximity ligation assay (D-PLA) to evaluate both phosphorylated Raptor-Ser863 and phosphorylated S6 ribosomal protein, which indicate mTORC1 activation^26^. As expected, we found that untreated control LT-CML stem cells exhibited both phospho-Raptor-Ser863 and phospho-S6 (Supplementary Fig. 6). However, after treatment with GlySar or cefadroxil, LT-CML stem cells displayed decreased phosphorylation of Raptor-Ser863 and S6, a result mimicked by treatment with the mTORC1 inhibitor rapamycin (Supplementary Fig. 6). These data indicate that interference with Slc15A2-mediated dipeptide uptake, either by non-metabolizable analogue or chemical competitor, attenuates mTORC1-mediated nutrient signalling in LT-CML stem cells.

AMPK becomes phosphorylated in cells experiencing low energy or nutrient starvation conditions, leading to suppression of the downstream mTORC1 pathway^27^. Treatment of LT-CML stem cells with Metformin^28^, a known activator of AMPK, increases the phosphorylation of both AMPK and Raptor-Ser792, and phospho-Raptor-Ser792 suppresses mTORC1 activity^27^. However, although our treatment of LT-CML stem cells with GlySar or cefadroxil increased phospho-AMPK, these agents did not promote Raptor-Ser792 phosphorylation (Supplementary Fig. 7). Thus, the AMPK is dispensable for the suppression of the mTORC1 pathway seen in LT-CML stem cells experiencing inhibition of Slc15A2-mediated dipeptide uptake.

### Smad3–Ser208 phosphorylation supports LT-CML stem cells

Although we found that dipeptides were able to influence nutrient signalling via the mTORC1 pathway (Supplementary Fig. 6), it has been reported that rapamycin treatment does not prolong the survival of CML-affected mice^29^, suggesting that mTORC1 signalling is not crucial for the maintenance of CML stem cells *in vivo.* Because the TGF-β–FOXO–BCL6 signalling pathway is essential for CML stem cell maintenance *in vivo*^15^,^30^,^31^,^32^, we speculated that there might be a connection between this axis and dipeptide-mediated nutrient signalling that could promote CML stem cell activity *in vivo*.

To identify the key molecule responsible for the potential cross-talk between nutrient signalling and the TGF-β–FOXO axis, and thereby for CML stemness, we investigated whether Smad2/3, the downstream effectors of TGF-β signalling, were implicated in CML stem cell activity. We found that both Smad2 and Smad3 were phosphorylated at the relevant C-terminal sites in freshly purified LT-CML stem cells (Fig. 3a, top). However, D-PLA analysis revealed that only Smad3 interacted with Foxo3a in these cells, consistent with a previous report^33^ (Fig. 3a, bottom and Fig. 3b). These results suggested that Smad3 might be involved in the TGF-β–FOXO signalling cascade responsible for CML stem cell maintenance. Because Smad3 is a known stemness transcription factor^16^,^34^, it has been of great interest to determine whether Smad3 promotes the maintenance of CML cell stemness.

We next examined Smad3 phosphorylation sites in freshly purified LT-CML stem cells. Whereas D-PLA detected total phosphorylation of Smad3 at Thr179, Ser204, Ser208, Ser213 and Ser423/425 in TGF-β-treated LT-CML stem cells, as expected (Supplementary Fig. 8), freshly purified LT-CML stem cells showed canonical Smad3 phosphorylation at Ser423/425 and non-canonical phosphorylation only at Ser208 (Fig. 3c,d). Interestingly, although Smad3–Ser423/425 was also phosphorylated in ST-CML stem cells and in CD48^+^, multipotent progenitor (MPP; CD135^+^KLS^+^) and KLS^−^ CML cells, Smad3–Ser208 phosphorylation was unique to the most primitive LT-CML stem cells, as was Smad3–Foxo3a interaction (Fig. 3e–g). These data suggest that phosphorylation of Smad3 at Ser208 may allow LT-CML stem cells to activate Foxo3a, whose transcriptional activity supports CML stem cell maintenance *in vivo*^15^.

To determine the biological relevance of Smad3 phosphorylation at Ser423/425 and Ser208, we took advantage of two mutant forms of human Smad3 that cannot be phosphorylated: Smad3–3SA, in which Ser422/423/425 are all converted to Ala, and Smad3–S208A, in which Ser208 is converted to Ala^35^. We infected CML-KLS^+^ cells with retroviral vectors expressing either control green fluorescent protein (GFP), Smad3-wild type (WT), Smad3–3SA or Smad3–S208A, and transplanted these cells into recipient mice (Supplementary Fig. 9). CML stem cell maintenance *in vivo* was then evaluated by flow cytometry. By 30 days post transplantation, the Smad3 mutations had not affected the size of the GFP^+^(Smad3^+^) CML-KLS^+^ cell population (Fig. 3h). However, we found a striking decrease in the frequency of the most primitive LT-CML stem cells in recipients transplanted with CML-KLS^+^ cells expressing Smad3–S208A (Fig. 3i,j). Thus, inhibition of non-canonical Smad3–Ser208 phosphorylation in LT-CML stem cells impairs their maintenance *in vivo*.

### p38MAPK/Smad3/Foxo3a axis maintains CML stem cells

We sought to clarify which upstream signalling pathway mediated the Smad3–Ser208 phosphorylation critical for LT-CML stem cell maintenance. On the basis of the amino-acid sequence surrounding Ser208 in human and mouse Smad3 [PNL**S**(208)PNPM], we used the NetPhosK1.0 server of the Technical University of Denmark ( http://www.cbs.dtu.dk/services/NetPhos/)^36^ to predict the identity of the kinase phosphorylating Smad3–Ser208. Several kinases involved in cell proliferation phosphorylate Smad3 at the linker domain, but p38MAPK is the only kinase validated thus far to phosphorylate Smad3–Ser208, as reported previously^37^. To ascertain whether p38MAPK phosphorylates Smad3–Ser208 in LT-CML stem cells, we employed SB203580, a chemical inhibitor of p38MAPK. Although treatment of LT-CML stem cells with Ly364947, a TGF-β type I receptor kinase inhibitor, blocked phosphorylation of Smad3 at both Ser423/425 and Ser208 (Fig. 4a–c), inhibition of p38MAPK with SB203580 decreased only Smad3–Ser208 phosphorylation (Fig. 4a,c). Cyclin-dependent kinases 8/9 (CDK8/9) also reportedly promote agonist-induced Smad3–Ser208 phosphorylation^38^, but we found that treatment of LT-CML stem cells *in vitro* with the CDK9 inhibitor Flavopiridol did not attenuate Smad3–Ser208 phosphorylation (Supplementary Fig. 10). These data indicate that p38MAPK is a bona fide kinase for Smad3, and link p38MAPK activity to non-canonical Smad3–Ser208 phosphorylation and LT-CML stem cell maintenance.

Given that p38MAPK is regulated by amino-acid signalling^39^, we hypothesized that the increased dipeptide uptake in LT-CML stem cells might trigger activation of a nutrient-associated p38MAPK pathway. We therefore treated LT-CML stem cells with either GlySar or cefadroxil and used D-PLA to assess p38MAPK phosphorylation. Both inhibitors suppressed the phosphorylation of p38MAPK–Thr180/Tyr182 and blocked p38MAPK-mediated phosphorylation of Smad3–Ser208 (Fig. 4d–f). In contrast, treatment with rapamycin did not suppress non-canonical Smad3–Ser208 phosphorylation (Fig. 4d,f). These results indicate that, at least in LT-CML stem cells, dipeptide species can induce activation of nutrient signalling through p38MAPK and drive its downstream phosphorylation of Smad3–Ser208. They further suggest that internalized dipeptides stimulate mTORC1- and p38MAPK-mediated nutrient signalling pathways in parallel.

Because both Smad3–Ser208 phosphorylation and Smad3–Foxo3a interaction were detectable only in LT-CML stem cells (Fig. 3e), we wondered whether the phosphorylation of Smad3–Ser208 might be involved in regulating Foxo3a's recently reported function in CML stem cell maintenance^15^. To investigate this hypothesis, we examined whether the suppression of LT-CML stem cell colony-forming capacity induced by cefadroxil *in vitro* was reduced in *Foxo3a*-disrupted LT-CML stem cells. To establish a *Foxo3a*-deficient CML mouse model, we generated *Foxo3a*^*−/−*^ tet-inducible CML mice and *Foxo3a*^*+/+*^ littermate controls (Methods). We then isolated LT-CML stem cells from *Foxo3a*^*−/−*^ and *Foxo3a*^*+/+*^ CML-affected littermates at 5 weeks post DOX withdrawal. Consistent with our previous report^15^, *Foxo3a*^*−/−*^ LT-CML stem cells exhibited a decrease in colony-forming capacity *in vitro* compared with *Foxo3a*^*+/+*^ LT-CML stem cells (Fig. 4g). However, the number of colonies formed by *Foxo3a*^*−/−*^ LT-CML stem cells was not altered by cefadroxil treatment. Furthermore, D-PLA revealed an interaction between phospho-Smad3–Ser208 and Foxo3a in *Foxo3a*^*+/+*^ LT-CML stem cells that did not occur in *Foxo3a*^*−/−*^ LT-CML stem cells (Fig. 4h,i). Taken together, these results suggest that the p38MAPK/Smad3–Ser208 axis activated by internalized dipeptides maintains CML stem cells in a Foxo3a-dependent manner.

We next investigated whether dipeptide-stimulated activation of p38MAPK–Smad3 signalling was specific to CML stem cells or also occurred in normal HSCs. Consistent with the minimal dipeptide pools observed in normal HSCs (Fig. 1c,d; Supplementary Figs 1 and 2), phosphorylation of neither p38MAPK–Thr180/Tyr182 nor Smad3–Ser208 was detected in normal LT-HSCs (Fig. 5a,b). In contrast, and consistent with previous reports^14^,^15^,^40^,^41^, Smad3–Ser423/425 phosphorylation occurred in both LT-HSCs and LT-CML stem cells (Fig. 5a). These data confirm the functionality of canonical TGF-β signalling in normal LT-HSCs and LT-CML stem cells, and highlight a dipeptide/p38MAPK-mediated signalling pathway unique to LT-CML stem cells.

We next investigated whether treatment with cefadroxil inhibits the function of CML stem cells and normal HSCs *in vitro*. Treatment of isolated LT-CML stem cells with cefadroxil significantly reduced their colony-forming capacity *in vitro*, whereas cefadroxil-treated LT-HSCs maintained normal levels of colony-forming capacity (Fig. 5c). To confirm that cefadroxil administration *in vivo* does not alter the function of normal HSCs, we employed a well-established competitive reconstitution assay^42^. Irradiated CD45.2 recipient mice were co-transplanted with 1 × 10^4^ purified normal KLS^+^ cells from congenic CD45.1 mice plus 5 × 10^5^ unfractionated BM mononuclear cells (MNCs) from healthy CD45.2 mice. These animals then received daily administration of cefadroxil or vehicle for 12 weeks post transplantation. Importantly, there was no decrease in the frequency of donor-derived CD45.1 MNCs in peripheral blood of recipients after 4, 8 or 12 weeks of cefadroxil administration (Fig. 5d,e). Concomitantly, there was a comparable increase in the degree of chimerism originating from donor-derived normal KLS^+^ cells, whether or not cefadroxil was present (Fig. 5d). Thus, administration of cefadroxil *in vivo* has no detectable effect on the reconstitutive powers of normal HSCs.

### Targetting of dipeptide signalling eradicates CML stem cells

The specificity of dipeptide-induced nutrient signalling to LT-CML stem cells prompted us to investigate whether this pathway might be a possible therapeutic target; that is, whether disruption of dipeptide internalization might lead to the eradication of CML stem cells and a reduction in disease relapse. First, to determine whether the *SLC15A2* gene is upregulated in human CML patients as it is in CML-affected mice, we retrieved data on levels of *SLC15A2* mRNA in cells of CML patients listed in a public database gene expression omnibus (GEO: GSE33075). Intriguingly, prior to IM therapy, *SLC15A2* mRNA levels were indeed higher in BM leukaemia cells of nine CML patients than in the BM haematopoietic cells of nine healthy individuals (Fig. 6a). However, after IM therapy, *SLC15A2* mRNA levels in the same nine CML patients had decreased to a level comparable to that in healthy individuals. To further explore this finding, we returned to our mouse model and compared dipeptide levels in CML-KLS^+^ cells isolated from CML-affected mice that had received vehicle or IM therapy for 1 month. In line with our observations in human CML patients, metabolomic analysis of these mice indicated that IM treatment tended to decrease dipeptide levels in CML-KLS^+^ cells (Fig. 6b). In addition, IM treatment of murine LT-CML stem cells *in vitro* reduced levels of phospho-p38MAPK and phospho-Smad3–Ser208 (Supplementary Fig. 11). These results suggest that the accumulation of dipeptide species may not be the direct cause of TKI-resistance in the CML stem cell population responsible for disease recurrence. However, our findings also suggest that the SLC15A2-mediated nutrient supply we have identified plays a critical role in human CML leukaemogenesis.

However, we cannot exclude the possibility that an unidentified minor population of CML stem cells that is responsible for IM resistance accumulates high levels of dipeptides, and that it is this subset that drives the subsequent clonal evolution of CML stem cells post IM therapy *in vivo*. Thus, we next evaluated the potential therapeutic benefit of combined administration of a TKI, which blocks the activity of BCR-ABL1 kinase, with cefadroxil, which inhibits Slc15A2-mediated nutrient signalling. When we cultured murine LT-CML stem cells *in vitro* with cefadroxil plus IM, colony formation was reduced compared with treatment with IM alone (Fig. 6c). When we then examined this approach *in vivo*, we found that treatment of CML-affected mice with IM alone delayed disease onset compared with the vehicle-treated group, but, as expected, these animals eventually experienced recurrence of *BCR-ABL1*^*+*^ disease after discontinuation of the therapy (Fig. 6d, blue line). Curiously, the administration of cefadroxil alone appeared to promote disease development (Fig. 6d, orange line). However, the combined administration of IM plus cefadroxil significantly reduced the recurrence rate of *BCR-ABL1*^*+*^ disease compared with the group treated with IM alone (Fig. 6d, red line).

We then determined whether cefadroxil administration could in fact eradicate primitive CML stem cells in CML-affected mice *in vivo*. Indeed, the frequency of CML-KLS^+^ cells among GFP/BCR-ABL1^+^CML cells isolated from BM of CML-affected mice was significantly decreased by cefadroxil exposure *in vivo* (Fig. 6e; Supplementary Fig. 12). Although IM alone also reduced the frequency of CML-KLS^+^ cells, the combined administration of IM plus cefadroxil had a much greater repressive effect on this population (Fig. 6e; Supplementary Fig. 12). Notably, in serial transplantation experiments, CML-KLS^+^ cells isolated from cefadroxil-treated CML-affected mice completely lost their ability to drive *BCR-ABL1*^*+*^ disease in new recipients, allowing the animals to survive for over 90 days (Fig. 6f). In contrast, all mice that received CML-KLS^+^ cells from vehicle-treated CML-affected animals developed *BCR-ABL1*^*+*^ disease and were dead before 80 days, demonstrating that the untreated CML-KLS^+^ cells had retained their CML-initiating ability. These results indicate that oral administration of cefadroxil to inhibit dipeptide uptake may block nutrient signalling important for the maintenance of CML stem cells *in vivo*, and further suggest that cefadroxil used in combination with a TKI can improve the survival of CML-affected mice by eradicating CML stem cells.

To investigate the relevance of our findings to human CML therapy, we evaluated the effects of cefadroxil treatment *in vitro* on CML-LICs obtained from human chronic phase CML patients. We isolated CD34^+^CD38^−^Lin^−^ CML-LICs from BM MNCs of three CML patients and treated these cells *in vitro* with cefadroxil. As expected, cefadroxil suppressed the colony-forming capacity of all three human CML-LIC samples *in vitro* (Fig. 6g). The co-treatment of human CML-LICs with a combination of a TKI (IM or dasatinib) plus cefadroxil reduced colony formation over the suppressive effect of the TKI alone (Fig. 6h).

Finally, in the same vein, we evaluated whether combined treatment of IM plus one of three clinical grade p38MAPK inhibitors could suppress LT-CML stem cell colony formation *in vitro*. The p38MAPK inhibitors Ly2228820 (ralimetinib)^43^, VX-702 (ref. 44) and BIRB796 (doramapimod)^45^ have already been approved by the FDA (USA) as candidate anti-inflammatory or anti-cancer drugs for patients with rheumatoid arthritis, peripheral artery disease or ovarian cancer. When we treated LT-CML stem cells *in vitro* with any of these drugs, their colony-forming capacity was significantly decreased (Fig. 7a). The colony-forming capacity of human CML-LICs was also suppressed by treatment *in vitro* with the p38MAPK inhibitor Ly2228820 (Fig. 7b). Consistent with this finding, *in vivo* treatment of CML-affected mice with Ly2228820 alone improved their survival rate (Fig. 7c). Furthermore, combined administration of Ly2228820 plus dasatinib delayed disease onset in CML-affected mice compared with administration of dasatinib alone (Fig. 7d). Thus, p38MAPK inhibitors may also be candidate agents capable of targetting CML stem cells.

Collectively, our results indicate that nutrient signalling through a p38MAPK–Smad3 axis that is activated by internalized dipeptide species is essential for CML stem cell activity *in vitro* and *in vivo.* Thus, this nutrient supply and its downstream signalling pathway may offer novel candidate therapeutic targets for eradicating CML stem cells. Our data suggest that inhibitors of this pathway used in combination with TKI therapy may provide concrete clinical benefits for CML patients.

## Discussion

Although recent technical advances have opened up new ways of investigating metabolites in proliferating mature cancer cells, the metabolic pathways allowing rare cancer stem cells to survive when mature cancer cells cannot are still unknown. In this study, we found that CML stem cells effectively employ dipeptide uptake mediated by Slc15A2 activity to guarantee an alternative nutrient supply and maintain LT survival *in vivo*.

The results of our study suggest the following model (Fig. 8): (1) CML stem cells accumulate dipeptide species through the Slc15A2 dipeptide transporter; (2) these internalized dipeptides furnish a nutrient source that leads to the activation of nutrient signalling, including signalling via p38MAPK; (3) p38MAPK-mediated non-canonical phosphorylation of Smad3–Ser208 supports Foxo3a's known function in supporting CML stem cell activity *in vivo*. Because normal HSCs do not use this dipeptide-induced nutrient signalling pathway, therapeutic suppression of this novel mechanism should not affect normal HSCs. However, it remains unclear how CML stem cells sense the internalized dipeptides, store them intracellularly and use them as an amino-acid source. For example, protein degradation and/or autophagy pathways may generate dipeptides *en route* to building up supplies of recycled amino acids. It should also be noted that, although we could not detect an obvious increase in amino acids in CML-KLS^+^ cells, including in branched-chain amino acids such as Leu (Fig. 1b; Supplementary Data 1), we cannot exclude the possibility that the downstream nutrient signalling induced by dipeptide uptake includes regulation of the mTORC1 pathway by the cell's amino-acid-sensing machinery^46^,^47^,^48^,^49^,^50^,^51^. Finally, we should clarify how systemic dipeptide levels in the blood affect CML stem cell activity *in vivo*. Further investigation should reveal precisely how CML stem cells use dipeptides to ensure LT-CML stem cell maintenance *in vivo*.

To our knowledge, our study is the first to demonstrate that CML stem cell activity depends on nutrient signalling that regulates post-translational phosphorylation of Smad3 at Ser208. Furthermore, we have shown that dipeptide-induced p38MAPK activation is responsible for this Smad3–Ser208 phosphorylation, and that Foxo3a binds specifically to Smad3 in LT-CML stem cells. Foxo3a is known to cooperate with Smad3 in regulating transcription^33^ and to be required for CML stem cell maintenance^15^,^32^. It has also been reported that p38MAPK interacts with Foxo3a and regulates its function^52^, suggesting a link between the p38MAPK/Smad3–Ser208 axis activated by nutrient signalling and the Foxo3a-mediated pathway supporting CML stem cell activity. Once again, future work should determine how Smad3 interacts with Foxo3a, how phospho-Smad3–Ser208 regulates Foxo3a's activity and whether this interaction regulates the maintenance of CML stemness *in vivo*.

Our results also reveal that the antibiotic cefadroxil attenuates dipeptide uptake by CML stem cells and so may be a promising partner in combination therapy with TKIs. However, we still do not understand how dipeptides act as a nutrient source for specific cell types, or how systemic dipeptide distribution contributes to normal health. Indeed, administration of cefadroxil in the absence of a TKI appeared to accelerate disease development in CML-affected mice. Thus, any application of transporter inhibitors to CML patients must be carefully considered. Nevertheless, we observed elevated dipeptide uptake only in CML stem cells and not in normal HSCs, and cefadroxil combined with TKI decreased dipeptide uptake and survival of CML stem cells but did not affect normal HSCs (Figs 6e,f and 5d,e). Thus, therapeutic inhibition of dipeptide-induced nutrient signalling may eradicate LT-CML stem cells *in vivo* with minimal side effects on normal haematopoiesis. Cefadroxil (Duricef; approved by FDA, USA) has long been safely used as a traditional first-generation cephalosporin antibiotic in humans. Our proposed approach of using cefadroxil to shut down a key nutrient source specific to CML stem cells, in combination with TKI therapy, may thus bring concrete therapeutic benefits to CML patients.

## Methods

### CML mouse models

Several different mouse models of CML-like disease were employed in this study. First, we used a well-described tetracycline (tet)-inducible CML mouse model^8^,^9^,^10^,^18^,^19^. *Tal1-tTA* mice (JAX, #006209)^18^ and *TRE-BCR-ABL1* transgenic mice (JAX, #006202)^17^, both of the FVB/N genetic background, were purchased from the Jackson Laboratory. *Tal1-tTA* and *TRE-BCR-ABL1* transgenic mice were interbred to generate *Tal1-tTA*x*TRE-BCR-ABL1* double-transgenic mice. These animals were maintained in cages supplied with drinking water containing 20 mg l^−1^ DOX (Sigma-Aldrich). At 5–8 weeks after birth, expression of the *BCR-ABL1* oncogene was induced by replacing the DOX-containing drinking water with normal drinking water. Consistent with a previous report^8^, CML-like disease developed in the double-transgenic mutants about 2–5 weeks after DOX withdrawal as in Fig. 7d. These animals were designated as ‘tet-inducible CML-affected mice'.

To establish our *Foxo3a*-deficient tet-inducible CML mouse model, we crossed *Foxo3a*-deficient mice^42^ (C57BL/6; F5) with *Tal-tTA* and *TRE-BCR-ABL1* transgenic mice that were backcrossed for five generations in the C57BL/6 background, respectively.

*BCR-ABL1* transduction/transplantation-based CML model (*BCR-ABL1*-CML mice) has also been used in this study^15^. Briefly, normal KLS^+^ cells (4–5 × 10^3^ cells per recipient mouse) isolated from BM MNCs of 6–8-week-old female mice were transduced with the human *BCR-ABL1-ires GFP* retrovirus and transplanted into irradiated (9 Gy) recipient C57BL/6 mice (female; Sankyo-Lab Service, Tsukuba, Japan). CML-like disease developed in these recipients by 12–20 days post transplantation.

To examine the *in vivo* effects of the combined administration of IM plus cefadroxil, *BCR-ABL1*-CML-affected mice received vehicle alone (artificial gastric fluid solution (900 ml ddH_2_O containing 2.0 g NaCl, 7 ml conc. HCl and 3.2 g pepsin)), or IM (Gleevec; 100 mg kg^−1^ per day; Novartis) and/or cefadroxil (36 mg kg^−1^ per day; Sigma-Aldrich) in vehicle. Treatment was delivered by oral gavage on days 8–90 post transplantation. To examine the effect of Ly2228820 administration alone, *BCR-ABL1*-CML-affected mice received vehicle, or Ly2228820 (2.5 mg kg^−1^ every 3rd day; Axon Medchem) in vehicle, by oral gavage on days 8–60 days post transplantation. To examine the effect of combined administration of dasatinib plus Ly2228820, tet-inducible CML-affected mice received vehicle alone, or dasatinib (5 mg kg^−1^ per day; Brystol-Myers Squibb) in vehicle on days 0–30 post DOX withdrawal, and/or Ly2228820 (2.5 mg kg^−1^ every 3rd day; Axon Medchem) in vehicle on days 7–28 post DOX withdrawal by oral gavage. All animal care in our laboratory was in accordance with the guidelines for animal and recombinant DNA experiments of Kanazawa University.

### Cell sorting

BM MNCs were isolated from the two hindlimbs of 8–12-week-old (male and female) tet-inducible CML-affected mice (*Tal1-tTA*^*+*^ *TRE-BCR-ABL1*^*+*^) and 8–12-week-old (male and female) normal healthy littermate mice (*Tal1-tTA*^+^) at 5 weeks after DOX withdrawal^8^. BM MNCs were first blocked by incubation with anti-FcγIII/II receptor(2.4G2) antibody (Ab) (BD Biosciences), and then stained with anti-Sca-1(E13–161.7)-PE, anti-CD4(L3T4)-FITC, anti-CD8(53-6.7)-FITC, anti-B220(RA3–6B2)-FITC, anti-TER119(Ly-76)-FITC, anti-Gr-1(RB6–8C5)-FITC, and anti-Mac1(M1/70)-FITC (BD Biosciences), anti-CD48(HM48-1)-APC-Cy7 and anti-CD150/SLAM(TC15-12F12.2)-Pacific blue (BioLegend), and anti-cKit(ACK2)-APC and anti-CD135/Flk2/Flt3(A2F10)-biotin (eBiosciences) Abs. Biotinylated primary Abs were visualized using Streptavidin-PE-Cy7 (BD Biosciences).

For metabolomics analysis, a FACS Aria III cell sorter (BD Biosciences) was used to sort immunostained cells into fractions containing immature KLS^+^ (cKit^+^Lineage^−^Sca-1^+^) cells, progenitor KLS^−^ (cKit^+^Lineage^−^Sca-1^−^) cells and differentiated Lin^+^ (Lineage^+^) cells according to a published classification system^15^. For next-generation RNA sequencing and Duolink *in situ* PLA analysis (see below), we further purified KLS^+^ cells into the most primitive LT stem cells (CD150^+^CD48^−^CD135^−^KLS^+^), ST stem cells (CD150^−^CD48^−^CD135^−^KLS^+^), CD48^+^ cells (CD48^+^CD135^−^KLS^+^) and multipotent progenitor-like (MPP) cells (CD135^+^KLS^+^)^8^, as indicated in Supplementary Fig. 3.

For retroviral and lentiviral transductions (see below), CML-KLS^+^ cells and CML-KLS^−^ were purified from BM MNCs of the 8–12-week-old tet-inducible CML-affected mice (male and female). For HSC-competitive reconstitution assays (see below), normal KLS^+^ cells were purified from BM MNCs of 6-week-old C57BL6 congenic (CD45.1) mice (female).

For serial transplantation of CML stem cells (see below), total BM MNCs isolated from the two hindlimbs of *BCR-ABL1*-CML-affected mice were immunostained with anti-Sca-1(E13–161.7)-PE, anti-CD4(L3T4)-biotin, anti-CD8(53-6.7)-biotin, anti-B220(RA3–6B2)-biotin, anti-TER119(Ly-76)-biotin, anti-Gr-1(RB6–8C5)-biotin, anti-Mac1(M1/70)-biotin Abs (BD Biosciences) and anti-c-Kit(ACK2)-APC Ab (eBiosciences). Biotinylated primary Abs were visualized with Streptavidin-PE-Cy7 (BD Biosciences). GFP/BCR-ABL1^+^CML-KLS^+^ cells were purified using a FACS Aria III cell sorter (BD Biosciences).

### Metabolomics

For metabolomic profiling, we isolated 1.8–2.5 × 10^5^ immature KLS^+^ cells, KLS^−^ progenitor cells and Lin^+^-differentiated cells from 8- to 10-week-old CML-affected *Tal1-tTA*^+^ *TRE-BCR-ABL1*^+^ mice (*n*=4 mice in each of the three independent experiments; male and female) and 8- to 10-week old normal healthy littermate control (*Tal1-tTA*^+^) mice (*n*=6 mice in each of the two independent experiments; male and female) at 5 weeks after DOX withdrawal as described above (Supplementary Data 1, study 1). We also determined metabolites in 1.0–1.8 × 10^5^ immature KLS^+^ cells isolated from C57BL/6 mice at 8 and 24 weeks of age (*n*=6 mice in each of the two independent experiments; male and female) (Supplementary Data 1, study 2, age).

To detect inhibition of dipeptide uptake *in vivo*, we isolated immature KLS^+^ cells from 12- to 14-week-old healthy littermate control (*Tal1-tTA*^+^) mice (*n*=6 mice in each of the two independent experiments; male and female) and from 12- to 14-week-old tet-inducible CML-affected (*Tal1-tTA*^*+*^*TRE-BCR-ABL1*^*+*^) mice that had received vehicle (*n*=2 mice in each of the three independent experiments; male and female) or cefadroxil (36 mg kg^−1^ per day; *n*=1–2 mice in each of the three independent experiments; female) by oral gavage for 30 days. For IM administration *in vivo*, we isolated immature KLS^+^ cells from CML-affected mice that had received vehicle (*n*=2 in each of the three independent experiments; male and female) or IM (100 mg kg^−1^ per day; *n*=2–3 in each of the three independent experiments; male and female) by oral gavage for 30 days. For inhibition of protein degradation/turnover *in vitro*, we plated 1.8–2.0 × 10^5^ CML-KLS^+^ cells from CML-affected mice (*n*=8 mice in each of the three independent experiments; male and female) in serum-free SF-03 stem cell medium (Sanko Junyaku) under hypoxic (3% O_2_) conditions and treated them for 2 h with vehicle, 100 nM Bortezomib (Cell Signaling, #2204) or 100 nM Bafilomycin A1 (Sigma, B1793). In all cases, cell pellets were frozen at −80 °C immediately after centrifugation. Metabolomic profiling was performed by Metabolon Inc. (Durham, NC) using ultrahigh-performance liquid chromatography/mass spectroscopy (UPLC/MS/MS) and gas chromatography/MS (GC/MS). Data were compiled using the Metabolon LIMS (Laboratory Information Management System). The UPLC/MS/MS portion of the platform was based on a Waters Acquity UPLC (Waters) and a Q-Exactive high-resolution/accurate mass spectrometer (Thermo Scientific) interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer. GC/MS was performed by a Trace DSQ fast-scanning single-quadrupole mass spectrometer using electron impact ionization (Thermo-Finnigan).

### Next-generation RNA sequencing

LT stem cells, ST stem cells and KLS^−^ progenitor cells isolated from total normal haematopoietic cells, as well as CML cell subsets defined as in Supplementary Fig. 3, were directly sorted into 200 μl Isogene (Nippon Gene) solution. RNA extraction and sequencing were performed by Hokkaido System Science Co. Ltd (Sapporo, Japan). RNA quality was confirmed using Nanodrop (Thermo Fisher Scientific) and an Agilent 2100 Bioanalyzer (Agilent Technologies). All RNA samples had an RNA integrity number of >8.5 and exceeded the quality threshold for RNA sequencing. Libraries were constructed from total RNA using the SMARTer Ultra Low Input RNA kit for Illumina Sequencing (Takara Clontech). RNA was chemically fragmented and converted into single-strand complementary DNA (cDNA) using oligo-dT priming. Paired-end reads of 100 bases were generated using HiSeq2000 (Illumina). Sequence reads in FastQ format were assessed for quality using FastQC. Sequences were mapped to a mouse genome reference (*Mus musculus*; *mm9*, NCBI Build 37) using SeqNova CS by DNAnexus Inc. (Mountain View, CA) ( https://dnanexus.com/). The next-generation RNA-sequencing data for LT-HSCs and LT-CML stem cells were available from a public database gene expression omnibus (GEO, ID: GSE70031) in NCBI, NIH, USA ( http://www.ncbi.nlm.nih.gov/geo/info/linking.html) (Supplementary Data 2).

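The RPKM values listed in Supplementary Data 2 could be compared with the deposited values for 106 genes in 8 libraries, and all 848 were identical. The log2 ratios listed for these genes were recomputed from the mean RPKM of the 3 CML stem libraries over that of the 3 normal HSC libraries, or over the CML-KLS- library, and the p-values with a one-sided comparison with unequal variances. All 106 recomputed to the listed values, the p-values to within 1 in 10000, so the listed statistics use RPKM without a log transformation. Among the listed genes the smallest log2 ratio was 1.01 against normal HSCs, 1.01 against CML-KLS- cells and 1.02 against the 5 other libraries, and the smallest total over the 8 libraries was 1.06 RPKM. In the CML stem libraries, 74 of the 107 genes with finite ratios averaged at least 1 RPKM.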

### Quantitative real-time RT–PCR analysis

Using the RNeasy kit (Qiagen), RNA samples were purified from 4–5 × 10^4^ LT stem cells, ST stem cells, CD48^+^KLS^+^ cells, MPP and KLS^−^ progenitor cells (as defined in Supplementary Fig. 3) isolated from 8- to 10-week-old tet-inducible CML-affected (*Tal1-tTA*^*+*^*TRE-BCR-ABL1*^*+*^; male and female) mice (*n=*6) and 8- to 10-week-old littermate control (*Tal1-tTA*^*+*^; male and female) mice (*n=8*) at 5 weeks post DOX withdrawal. RNA samples were reverse transcribed using the Advantage RT-for–PCR kit (Takara Clontech). Real-time quantitative PCR was performed using SYBR green Premix EX Taq (Takara) on an Mx3000P Real-time PCR system (Stratagene). The following primers were used: 5′-GCATCGCCTTCATTGTGGTG-3′ and 5′-GAGGCTGCTGAAGGCATGGTA-3′ for *Pept2* (*Slc15A2)*; 5′-AGGTCATCACTATTGGCAACGA-3′ and 5′-CACTTCATGATGGAATTGAATGTAGTT-3′ for *Actb* (β-actin). 

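The Slc15a2 primers match the full-length transcript at 1 site each. The forward primer GCATCGCCTTCATTGTGGTG lies in exon 2, on chromosome 16 of mm9 from 36782398 to 36782417, and covers codons 56 to 62. The reverse primer GAGGCTGCTGAAGGCATGGTA is complementary to exon 3, from 36781711 to 36781731, in codons 97 to 103. Both sites are in coding sequence. The product is 143 bases long on the transcript and spans 1 intron of 564 bases, so that the same primers enclose 707 bases of genomic DNA. The transcript between and including the primers reads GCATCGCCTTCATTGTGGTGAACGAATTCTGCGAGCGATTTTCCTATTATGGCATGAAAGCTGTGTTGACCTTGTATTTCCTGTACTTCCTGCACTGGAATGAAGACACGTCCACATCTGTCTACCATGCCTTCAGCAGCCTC. Of the annotated transcripts with coding sequence, 5 Slc15a2 transcripts contain the forward site and 4 the reverse site, and no transcript of another gene contains either. The Actb primers AGGTCATCACTATTGGCAACGA and CACTTCATGATGGAATTGAATGTAGTT lie in exon 4 (143666067 to 143666088) and exon 5 (143665876 to 143665902) of Actb on chromosome 5 and give a product of 118 bases across an intron of 95 bases. Among the annotated transcripts with coding sequence, the Actb forward primer also matches those of Actg2, and the reverse primer a transcript of Lrrc58. No such transcript of a gene other than Actb contains both. Pseudogenes and non-coding transcripts were not searched for any of these primers.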

The following cycle parameters were used: denaturation at 95 °C for 10 s, and annealing and elongation at 60 °C for 30 s for *Pept2/Slc15A2* and 58 °C for 30 s for *Actb.*

### Slc15A2 transporter activity

Slc15A2 transporter activity was determined using a well-established assay measuring [^3^H]GlySar uptake by cells suspended in an acidic transport medium (pH 6.0)^21^,^22^. [^3^H]GlySar (28.3 μCi nmol^−1^; MT-1545) was purchased from Moravek Biochemicals (Brea, CA). Briefly, normal KLS^+^ cells or CML-KLS^+^ cells (1 × 10^5^) in 10 μl SF-03 stem cell medium were suspended in 310 μl [^3^H]GlySar (178.57 nmol l^−1^) transport medium (125 mM NaCl, 4.8 mM KCl, 5.6 mM D-glucose, 1.2 mM CaCl_2_–2H_2_O, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_–7H_2_O and 25 mM MES, pH 6.0) in the absence or presence of 100 μM cefadroxil (Sigma-Aldrich) to initiate the transporter reaction. After 60 or 120 min, the radioactivity of [^3^H]GlySar internalized by cells was measured using a liquid scintillation counter.

To examine the uptake of exogenous dipeptide, CML-KLS^+^ cells (1 × 10^5^) were incubated with 1 mM Ser–Leu (H-Ser–Leu-OH, cat. no. 2554151, Kokusan Chemical, Tokyo, Japan) in an acidic transport medium (pH. 6.0) in the absence or presence of cefadroxil (100 μM, Sigma-Aldrich) for 2 h under hypoxic (3% O_2_) conditions at 37 °C. The treated cells were then washed four times with SF-03 medium, centrifuged and the cell pellets were immediately frozen at −80 °C. The internalized dipeptide (Ser–Leu) and its hydrolysed component amino acids (Ser and Leu) were determined by metabolomic profiling performed by Metabolon Inc., as described above.

### cDNA construction and retrovirus preparation

Retroviral expression vectors encoding human Smad3-WT, Smad3–3SA (Ser422, Ser423 and Ser425 all converted to Ala) and Smad3–S208A (Ser208 converted to Ala) were constructed using human WT Smad3 cDNA (kindly provided by Dr Anita B. Roberts, NCI, NIH, Bethesda, MD) as a template^53^. Briefly, cDNAs encoding the Smad3–3SA and Smad3–S208A mutants were constructed in pCR2-TOPO vector (Invitrogen) using the High-Fidelity DNA polymerase KOD Plus 2 kit (Toyobo) or the QuikChange site-directed mutagenesis kit (Stratagene). DNA sequences were confirmed by Operon Biotechnology (Tokyo, Japan) using an ABI-3730xl instrument (Applied Biosystems). EcoRI/XhoI-digested cDNA fragments were inserted into the retroviral expression vector MSCV-*ires*-GFP^15^. Retroviral packaging cells (Plat-E) were transiently transfected with control GFP vector (MSCV-*ires*-GFP) or with MSCV-*ires*-GFP-Smad3-WT, MSCV-*ires*-GFP-Smad3–3SA or MSCV-*ires*-GFP-Smad3–S208A plasmids using FuGene6 (Roche)^15^. At 2 days post transfection, culture supernatants were passed through a 0.45-μm filter and centrifuged at 6,500*g* for 16 h. The virus-containing pellets were resuspended in serum-free SF-03 stem cell medium (Sanko Junyaku) containing 0.1% BSA (#09300; Stem Cell Technology) and penicillin/streptomycin (Gibco), yielding the retroviral solutions used for KLS^+^ cell infection (see below).

### Retroviral infection of KLS^+^ cells and mouse transplantation

Immature CML-KLS^+^ cells were purified from BM MNCs acquired from the two hindlimbs of tet-inducible CML-affected mice as described above. These cells were cultured overnight in a 3% O_2_ incubator at 37 °C in 96-well plates containing 200 μl SF-03 stem cell medium supplemented with 100 ng ml^−1^ human thrombopoietin (TPO, PeproTech) and 100 ng ml^−1^ mouse stem cell factor (SCF, Wako Pure Chemical). The next day, these cells were transferred to 96-well plates pre-treated with retronectin (Takara Bio) and incubated for 30 min with 150 μl of the retroviral solutions described above using Combimag (OZ Biosciences) on a magnetic plate (OZ Biosciences). The top half of the supernatant was carefully removed and the infected cells received an additional 100 μl fresh SF-03 stem cell medium supplemented with TPO and SCF. Infected cells were cultured overnight in a 3% O_2_ incubator at 37 °C. Retrovirally infected CML-KLS^+^ cells (∼1.0–1.5 × 10^5^ cells per recipient mouse) were injected intravenously into lethally irradiated (9.0 Gy) 6-week-old FVB recipient mice (female).

### LT-CML stem cell maintenance *in vivo*

The *in vivo* maintenance of LT-CML stem cells in recipient mice was evaluated at 30 days post transplantation. Total MNCs isolated from the BM of transplant recipients were immunostained with anti-Sca-1(E13–161.7)-PE, anti-CD4(L3T4)-biotin, anti-CD8(53-6.7)-biotin, anti-B220(RA3–6B2)-biotin, anti-TER119(Ly-76)-biotin, anti-Gr-1(RB6–8C5)-biotin, anti-Mac1(M1/70)-biotin Abs (BD Biosciences), anti-CD135/Flk2/Flt3(A2F10)-biotin and anti-c-Kit(ACK2)-APC Abs (eBiosciences), and anti-CD48 (HM48-1)-APC-Cy7 and anti-CD150/SLAM (TC15-12F12.2)-Pacific blue Abs (BioLegend). Biotinylated primary Abs were visualized with Streptavidin-PE-Cy7 (BD Biosciences). The frequency of GFP (Smad3)^+^ LT-CML stem cells among total GFP (Smad3)^+^ CML-KLS^+^ cells in each recipient was determined using a FACS Aria III cell sorter (BD Biosciences).

### Duolink *in situ* proximity ligation assay

To examine phosphorylation and protein interactions, we used the Duolink *in situ* PLA system (D-PLA; Olink Bioscience), which employs a set of two secondary Abs in which one is conjugated to a minus strand PLA probe and the other is conjugated to a plus strand PLA probe. To visualize the phosphorylation of Smad2, Smad3, p38MAPK, AMPK, Raptor and S6 ribosomal protein, as well as Foxo3a–Smad2, Foxo3a–Smad3 and Foxo3a–phospho-Smad3–Ser208 interactions, LT-CML stem cells, ST-CML stem cells, CD48^+^, MPP and KLS^−^ CML cells that were freshly isolated from tet-inducible CML-affected mice, and LT-normal HSCs that were freshly isolated from healthy control littermates, were immediately fixed with 4% paraformaldehyde for 30 min. For *in vitro* inhibitor experiments, LT-CML stem cells were incubated in 3% O_2_ at 37 °C for 30 min with the appropriate vehicle (control), 5 μM Ly364947 (TGF-β type I receptor kinase Alk5 inhibitor; Merck), 5 μM SB203580 (p38MAPK inhibitor; LC Laboratories), 5 μM GlySar (non-metabolizable dipeptide transporter substrate; Sigma-Aldrich), 5 μM cefadroxil (antibiotic dipeptide transporter competitor; Sigma-Aldrich), 100 nM rapamycin (mTORC1 inhibitor; Cell Signaling Technologies), 10 mM metformin (AMPK activator; TOCRIS Bioscience) or 300 nM flavopiridol (CDK9 inhibitor; Sigma-Aldrich). Treated cells were fixed with 4% paraformaldehyde for 30 min.

In all cases, fixed cells were permeabilized with 0.25% Triton X-100 for 15 min, washed and blocked by incubation in 5% FBS in TBS for 1 h. Blocked cells were incubated overnight at 4 °C with the combinations of Abs indicated in Supplementary Table 1. Primary mouse antibody was used at a 1/25 dilution, primary rabbit antibody at 1/50 and primary goat antibody at 1/50. The proximate binding of these Abs was then detected using D-PLA secondary Abs. Stained slides were mounted using Duolink *in situ* mounting medium with 4′,6-diamidino-2-phenylindole (DAPI) (Sigma-Aldrich), and fluorescent images were acquired by confocal microscopy (FV10i, Olympus) and Photoshop software (Adobe). The number of fluorescent foci per single cell was quantified using Duolink Image Tool software (Olink Bioscience).

As positive and negative controls for Smad3 phosphorylation, we treated LT-CML stem cells *in vitro* for 30 min in 3% O_2_ with TGF-β1 (1 ng ml^−1^; R&D Systems) or Ly364947 (5 μM; Merck), respectively. As a negative control for mTORC1 activation, LT-CML stem cells were treated *in vitro* under the above conditions with rapamycin (100 nM; Cell Signaling Technologies). As a positive control for AMPK activation, LT-CML stem cells were treated *in vitro* under the above conditions with Metformin (10 mM; Cell Signaling Technologies). As indicated in Fig. 4a,d and Supplementary Figs 6–8, the appropriate fluorescent foci were detected (or not) in these control experiments. As a technical negative control for D-PLA, we treated LT-CML stem cells with a single anti-mouse primary Ab and confirmed that no fluorescent foci could be detected, as indicated in Fig. 3a–d. As a technical negative control for interaction between Foxo3a and phospho-Smad3–Ser208, we used *Foxo3a*^*−/−*^ LT-CML stem cells and confirmed that no fluorescent foci could be detected, as indicated in Fig. 4h,i.

### Colony-forming assays

LT-CML stem cells or LT-normal HSCs (1 × 10^3^) were co-cultured on OP-9 stromal cells in 3% O_2_ at 37 °C for 5 days^15^ in the presence of either vehicle (control), the dipeptide transporter competitor cefadroxil (5 μM), or the p38MAPK inhibitors Ly2228820 (5 μM; Santacruz), VX-702 (5 μM; Santacruz) or BIRB796 (5 μM; Calbiochem). Cells were harvested, washed in PBS and plated in semi-solid methylcellulose medium containing SCF, interleukin (IL)-3, IL-6 and erythropoietin (Methocult GF M3434; Stem Cell Technologies). After growth for 7 days under a hypoxic (3% O_2_) condition at 37 °C, colony numbers were counted under a light microscope.

For combination treatments of dipeptide transporter competitor or p38MAPK inhibitor plus TKI, LT-CML stem cells (3 × 10^3^) were first plated on OP-9 stromal cells in the presence of cefadroxil (5 μM), Ly2228820 (5 μM), VX-702 (5 μM) or BIRB796 (5 μM). After 24 h in culture, the cells received additional dimethyl sulfoxide or IM (1 μM; Axon Medchem) and were incubated for another 4 days (total 5 days). Treated cells were washed in PBS, transferred to a semi-solid medium and colony formation after 7 days was assessed as described above.

### Short hairpin RNA targetting *Slc15A2* mRNA

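Slc15a2 was targeted by 29-base hairpins at a pair of coding sites. The shRNA B sequence, GAACCGTTCTGAGGACATTCCAAAGCGAC, matches the sense strand of exon 9, on chromosome 16 of mm9 from 36761944 to 36761972, and covers codons 279 to 289. In the transcript it stands in the context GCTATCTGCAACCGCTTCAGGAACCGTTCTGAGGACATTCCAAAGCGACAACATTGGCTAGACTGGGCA. The shRNA D sequence, TATCGGCTGATCTCCAAGTGCGGAGTTAA, matches exon 13, from 36759318 to 36759346, in codons 375 to 384, within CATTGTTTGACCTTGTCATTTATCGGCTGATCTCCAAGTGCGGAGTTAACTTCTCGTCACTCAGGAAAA. Each sequence lies within a single exon and in coding sequence, not in a UTR. Each matches 2 annotated Slc15a2 transcripts and no coding transcript of another gene. Their G and C content is 51.7% for shRNA B and 48.3% for shRNA D.

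**Figure D4:**
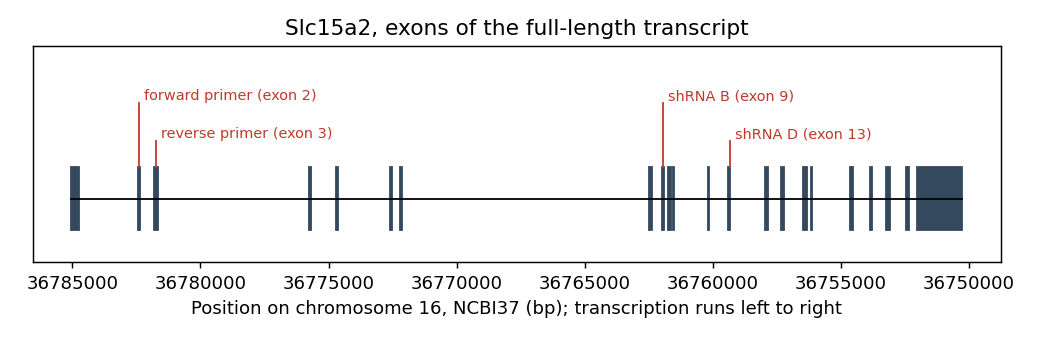
Exons (boxes) of the full-length Slc15a2 transcript along chromosome 16 of mm9 (x axis, bp, drawn in the direction of transcription), with the sites of shRNA B in exon 9 and shRNA D in exon 13 and of the RT–PCR primers in exons 2 and 3. The hairpin sites lie about in the middle of the 22 exons, downstream of the primer sites.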

Third-generation HuSH shRNA lentiviral vectors based on pGFP-C-shLenti and carrying 29-mer shRNA sequences targetting the mouse *Slc15A2* gene (TL503323B; mouse *Slc15A2* shRNA B: 5′-GAACCGTTCTGAGGACATTCCAAAGCGAC-3′, and TL503323D; mouse *Slc15A2* shRNA D: 5′-TATCGGCTGATCTCCAAGTGCGGAGTTAA-3′), as well as control scrambled shRNA, were purchased from Origene (Rockville, MD). pCMV-VSV-G and pCMV-dR8.2 dvpr were provided by Addgene (Cambridge, MA). 293TN producer cells (purchased from System Biosciences; Mountain View, CA) were transiently transfected with pGFP-C-shLenti vector (6 μg per 100-mm plate), pCMV-VSV-G (1.5 μg) and pCMV-dR8.2 dvpr (4.5 μg) using FuGene6 (Roche) as described above for retroviral transduction of KLS^+^ cells. At 2 days post transfection, culture supernatants were passed through a 0.45-μm filter and centrifuged at 6,500*g* for 16 h. The virus-containing pellets were resuspended in SF-03 stem cell medium to yield lentiviral solutions carrying shRNA targetting mouse *Slc15A2* mRNA (shRNA B and shRNA D) or scrambled shRNA. CML-KLS^+^ cells and CML-KLS^−^ cells isolated from tet-inducible CML-affected mice were infected with these lentiviruses using Combimag (OZ Biosciences) on a magnetic plate (OZ Biosciences) as described above, and GFP^+^CML-KLS^+^ and GFP^+^CML-KLS^−^ cells were isolated by cell sorting at 3 days post infection. To examine colony-forming ability *in vitro*, these cells were co-cultured on OP-9 stromal cells under hypoxic conditions (3% O_2_) for 5 days, and colony formation was assessed in semin-solid medium as described above.

### Competitive reconstitution assay for normal HSCs

C57BL/6 (CD45.2 for the Ly5 locus) and congenic C57BL/6 (CD45.1 for the Ly5 locus; B6-Ly5.1) mice were purchased from Sankyo-Lab Service. Lethally irradiated (9 Gy) 6-week-old C57BL/6 (CD45.2) recipient mice (female) were reconstituted with 1 × 10^4^ normal KLS^+^ cells (HSCs) from 6-week-old congenic C57BL/6 (CD45.1) (B6-Ly5.1) mice (female) in competition with 5 × 10^5^ unfractionated BM MNCs from 6-week-old C57BL/6 (CD45.2) mice (female). Transplanted recipients then received vehicle or cefadroxil (36 mg kg^−1^ per day) from day 0 to 12 weeks post transplantation. Reconstitution of donor-derived cells (CD45.1) was monitored at 4, 8 and 12 weeks post transplantation by flow cytometric analysis of peripheral blood mononuclear cells stained with monoclonal antibodies (mAbs) against CD45.2 (104)-FITC (eBiosciences) and CD45.1(A20)-PE (BD Biosciences).

### Serial transplantation of CML stem cells

To evaluate the CML stem cell activity after treatment of mice with cefadroxil and/or IM *in vivo*, the frequency of GFP/BCR-ABL1^+^CML-KLS^+^ cells in treated BCR-ABL1-CML-affected mice was determined. To evaluate the retention of the disease-initiating capacity by CML stem cells after treatment of mice with cefadroxil *in vivo*, subsequent secondary transplantation of the GFP/BCR-ABL1^+^CML-KLS^+^ cells was performed. Briefly, BCR-ABL1-CML-affected mice received IM (100 mg kg^−1^ per day) and/or cefadroxil (36 mg kg^−1^ per day) by oral gavage for 30 days post BM transplantation as described above. The frequency of GFP/BCR-ABL1^+^CML-KLS^+^ cells among total GFP/BCR-ABL1^+^CML cells isolated from BM MNCs acquired from the two hindlimbs of treated CML-affected mice was assessed by flow cytometry. Freshly purified GFP/BCR-ABL1^+^CML-KLS^+^ cells (3 × 10^4^) were then serially transplanted into a second set of lethally irradiated (9 Gy) 6-week-old congenic recipient mice (female) along with 5 × 10^5^ normal BM MNCs from 6-week-old C57BL/6 mice (female). Mouse survival and disease recurrence were monitored for up to 90 days.

### *SLC15A2* mRNA expression in human CML patients

Data on *SLC15A2* mRNA levels in human CML patients were obtained from a public database gene expression omnibus (GEO, ID: GSE33075)^54^ that contains microarray analyses of nine healthy donors, nine CML patients before treatment and the same nine CML patients 1 month after treatment with IM^55^. A one-tailed *t-*test was used to compare *SLC15A2* expression between CML patients before and after IM treatment. The one-tailed *t*-test for independent samples was used to compare *SLC15A2* expression between CML patients and healthy donors.

### Colony-forming capacity of human CML-LICs

Viable BM MNCs from three human patients with chronic phase CML were purchased from Allcells (#06–255, #06–620 and #147742, Alameda, CA, USA). We stained these cells with anti-CD34(8G12), anti-CD38(HIT2), anti-CD3(SK7), anti-CD16(3G8), anti-CD19(SJ25C1), anti-CD20(L27), anti-CD14(MφP9) and anti-CD56(NCAM16.2) Abs (BD Biosciences). A mixture of mAbs recognizing CD3, CD16, CD19, CD20, CD14 and CD56 was used to identify Lin^−^ cells, and CD34^+^CD38^−^Lin^−^ cells were purified^15^. To determine the effects of treatment with cefadroxil (5 μM) alone, or with a combination of cefadroxil plus IM (1 μM; Axon Medchem) or dasatinib (500 nM; LC laboratories), CD34^+^CD38^−^Lin^−^ cells were cultured on OP-9 stromal cells under hypoxic (3% O_2_) conditions. To determine the effects of treatment with Ly2228820 (5 μM) alone, or with a combination of Ly2228820 plus dasatinib (500 nM; LC laboratories), CD34^+^CD38^−^Lin^−^ cells were cultured on OP-9 stromal cells under hypoxic (3% O_2_) conditions. After harvesting and washing in PBS, the colony-forming ability of primitive human CML-LICs was evaluated by culture in semi-solid methylcellulose medium containing SCF, granulocyte–macrophage colony-stimulating factor (CSF), IL-3, IL-6, granulocyte CSF and erythropoietin (Methocult GF^+^ H4435; Stem Cell Technologies). After growth for 7 days at 37 °C under hypoxic (3% O_2_) conditions, colony numbers were counted under a light microscope.

### Statistical analyses

Statistical differences were determined using the unpaired Student's *t*-test, one-tailed *t*-test and Welch's *t*-test for *P* values, and a log-rank non-parametric test for survival curves.

## Additional information

**How to cite this article:** Naka, K. *et al.* Dipeptide species regulate p38MAPK–Smad3 signalling to maintain chronic myelogenous leukaemia stem cells. *Nat. Commun.* 6:8039 doi: 10.1038/ncomms9039 (2015).

## Supplementary Material

Supplementary Figures and Table Supplementary Figures 1-12 and Supplementary Table 1

Supplementary Data 1 Metabolomics data for CML stem cells and normal HSCs

Supplementary Data 2 Next-generation RNA-sequencing results for LT-CML stem cells and normal LT-HSCs

## Figures and Tables

**Figure 1:**
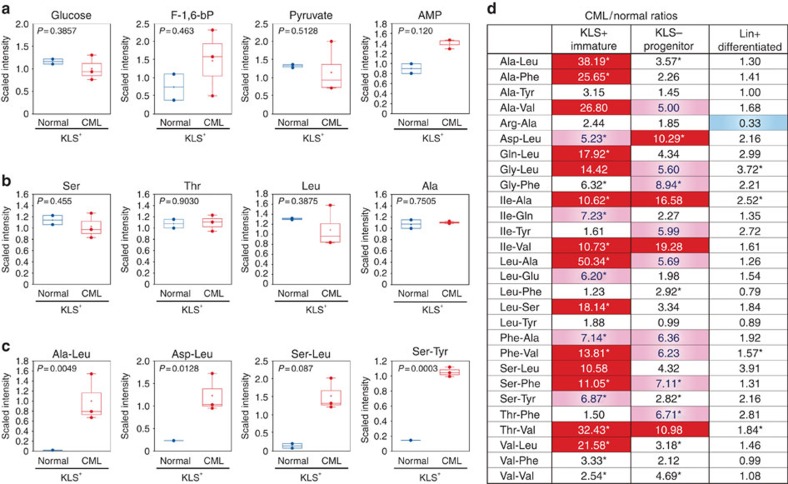
CML stem cells show accumulations of dipeptides not found in normal HSCs. Metabolomic analyses of KLS^+^, KLS^−^ and Lin^+^ cells from CML-affected (*Tal1-tTA*^*+*^*TRE-BCR-ABL1*^*+*^) mice (male, *n*=6; female, *n*=6; three experiments) and normal healthy (*Tal1-tTA*^*+*^) littermates (male, *n*=6; female, *n*=6; two experiments) at 5 weeks post DOX withdrawal. Data are representative of three independent trials. (**a**–**c**) Amounts of (**a**) metabolites related to glycolysis, (**b**) amino acids and (**c**) dipeptides in KLS^+^ cells were plotted in whisker boxes. Cross, mean value; horizontal line across box, median value; error bars, maximum and minimum of distribution; dot, extreme data point. *P* value indicates the statistical significance among normal KLS^+^ versus CML-KLS^+^ as measured by Welch's *t*-test. (**d**) Ratios of the indicated dipeptide levels in CML versus normal haematopoietic cells of the indicated subsets. Red-shaded values indicate an increase in expression in CML cells of >10-fold; light red, >5-fold; light blue, <0.5-fold (*P<0.05; normal versus CML; Welch's *t*-test).

**Figure 2:**
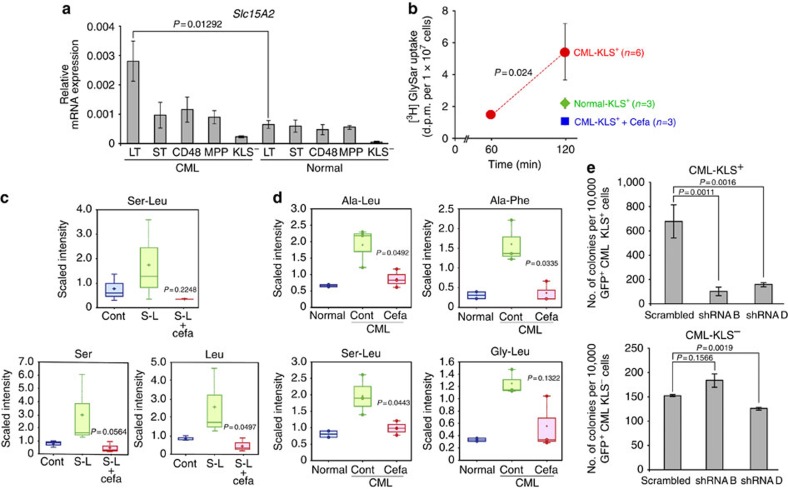
CML stem cells internalize dipeptides via the Slc15A2 dipeptide transporter. (**a**) qRT–PCR determination of relative *Slc15A2* mRNA levels in LT stem, ST stem, CD48^+^, MPP and KLS^−^ cells from CML-affected (*Tal1-tTA*^*+*^*TRE-BCR-ABL1*^*+*^) mice (male, *n*=1; female, *n*=5) and normal littermate (*Tal1-tTA*^*+*^) mice (male, *n*=4; female, *n*=4) at 5 weeks post DOX withdrawal. Data are the mean ratio±s.d. of transcript levels normalized to *Actb* (*n*=3) (*P* value, LT-CML stem cells versus normal LT-HSCs; Student's *t*-test). (**b**) Uptake of [^3^H]GlySar by normal-KLS^+^cells, and CML-KLS^+^cells. Cefadroxil (Cefa), Slc15A2 chemical competitor. Data are the mean d.p.m.±s.d. (*n*=3) (*P* value, Student's *t*-test). (**c**) Uptake of the dipeptide Ser–Leu (S-L) by CML-KLS^+^ cells incubated for 2 h. Internalized S–L and hydrolysed Ser and Leu were determined by metabolomics. Amounts of dipeptides or amino acids were plotted in whisker boxes. Cross, mean value; horizontal line across box, median value; error bars, maximum and minimum of distribution (*P* value, Cont versus Cefa; Welch's *t*-test). (**d**) Metabolomic analyses of dipeptide species in normal-KLS^+^ and CML-KLS^+^ cells isolated from normal littermates (male, *n*=6; female, *n*=6; two experiments), and CML-affected mice that received either vehicle (Cont; male, *n*=2; female, *n*=4; three experiments) or Cefa (male, *n*=0; female, *n*=4; three experiments) for 30 days (*P* value, Cont versus Cefa; Welch's *t*-test). (**e**) Quantification of colony-forming capacity of CML-KLS^+^ and CML-KLS^−^ cells lentivirally transduced to express scrambled shRNA, or shRNA targetting *Slc15A2* (shRNA B and D). GFP^+^ cells were co-cultured on OP-9 stromal cells (3% O_2_) for 5 days. Data are the mean colony number±s.d. (*n*=3) and are representative of three experiments (*P* value, Student's *t*-test).

**Figure 3:**
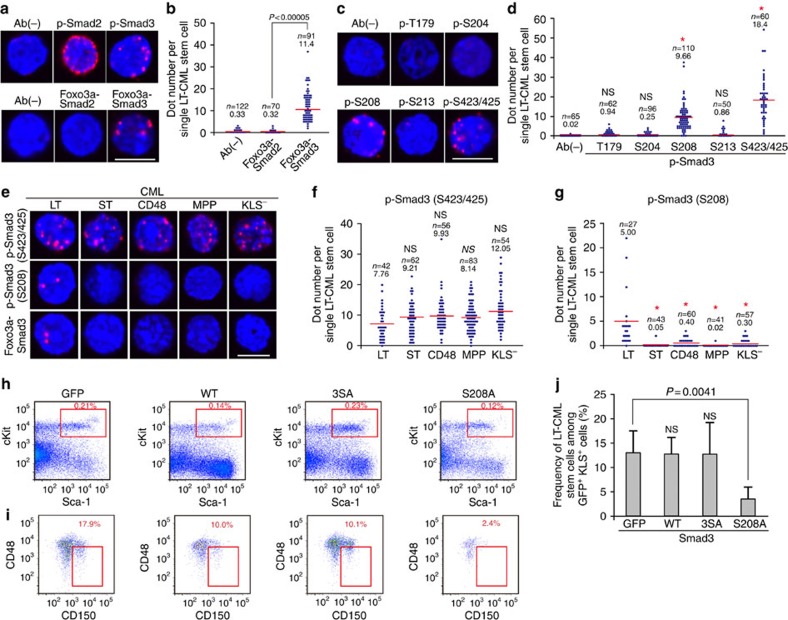
Non-canonical Smad3–Ser208 phosphorylation supports LT-CML stem cells *in vivo.* (**a**) Duolink *in situ* PLA (D-PLA) imaging of (top) Smad2/3 C-terminal phosphorylation and (bottom) interaction between Foxo3a and Smad2 or Smad3 in LT-CML stem cells. The combinations of primary antibodies used are listed in Supplementary Table 1. Ab(−), technical negative control using a single mouse anti-Smad3 antibody. Nuclei were visualized using DAPI. Results are representative of three trials. Scale bar, 10 μm. (**b**) Quantification of dot number per single LT-CML stem cell in the bottom panel of **a** from the three experiments. The mean dot number (red line) appears under total cells number (*n*). *P* value was measured by the Student's *t*-test. (**c**,**d**) D-PLA imaging and quantification of Smad3 phosphorylation at the indicated sites in freshly isolated LT-CML stem cells from the three experiments. Scale bar, 10μm. (*P<0.0005 compared with Ab(−); Student's *t*-test; NS, not significant). (**e**–**g**) D-PLA imaging and quantification of Smad3–Ser423/425 and Smad3–Ser208 phosphorylation, and Foxo3a–Smad3 interaction, in the indicated CML cell subsets, from the three experiments. Scale bar, 10μm. (*P<0.0005 compared with LT-CML stem cell; Student's *t*-test; NS). (**h**,**i**) Flow cytometric quantification of (**h**) the indicated GFP^+^CML-KLS^+^ cell subpopulations (red rectangles) among total GFP^+^CML cells, and (**i**) the most primitive GFP^+^LT-CML stem cells (red rectangles) among GFP^+^CML-KLS^+^ cells, isolated from mice transplanted with CML-KLS^+^ cells bearing retroviral vectors expressing GFP, Smad3-WT, Smad3–3SA or Smad3–S208A. Results are representative of three trials. (**j**) Quantification of the frequency of GFP^+^LT-CML stem cells among the GFP^+^CML-KLS^+^ cells analysed in **i**. Data are the mean percentage of GFP^+^ LT-CML stem cells±s.d. (*n=3*) (*P* value, Student's *t*-test; NS).

**Figure 4:**
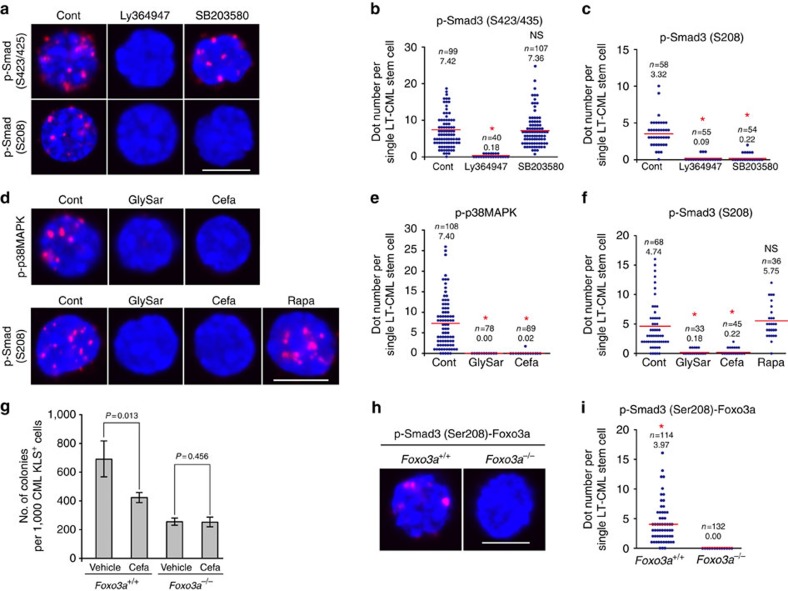
Dipeptide-induced nutrient signalling regulates CML stem cell activity through a p38MAPK/Smad3–Ser208/Foxo3a axis. (**a**–**c**) D-PLA imaging and quantification of (**a**,**b**) Smad3–Ser423/425 and (**a**,**c**) Smad3–Ser208 phosphorylation in LT-CML stem cells treated for 30 min with dimethyl sulfoxide (Cont), Ly364947 (TGF-β type I receptor kinase inhibitor; 5 μM) or SB203580 (p38MAPK inhibitor; 5 μM). Nuclei were visualized using DAPI. Results are representative of three trials. The combinations of primary antibodies used are listed in Supplementary Table 1. Scale bar, 10 μm. (*P* value, Student's *t*-test; NS, not significant.) (**d**–**f**) D-PLA imaging and quantification of (**d**,**e**) phospho-p38MAPK and (**d**,**f**) phospho-Smad3–Ser208 in LT-CML stem cells treated for 30 min with vehicle (Cont), GlySar (5 μM) or cefadroxil (Cefa; 5 μM). Scale bar, 10 μm. (*P<0.00005 compared with cont; Student's *t*-test; NS). (**g**) Quantification of *in vitro* colony-forming capacity of *Foxo3a*^*+/+*^LT-CML stem cells and *Foxo3a*^*−/−*^LT-CML stem cells. Vehicle or Cefa (5 μM). Data are the mean colony number±s.d. (*n*=3) and are representative of three experiments (*P* value, Student's *t*-test). (**h**,**i**) D-PLA imaging and quantification of the interaction between phospho-Smad3–Ser208 and Foxo3a in *Foxo3a*^*+/+*^LT-CML stem cells. *Foxo3a*^*−/−*^LT-CML stem cells were analysed as a negative control. Scale bar, 10μm. (*P<0.00005; Student's *t*-test).

**Figure 5:**
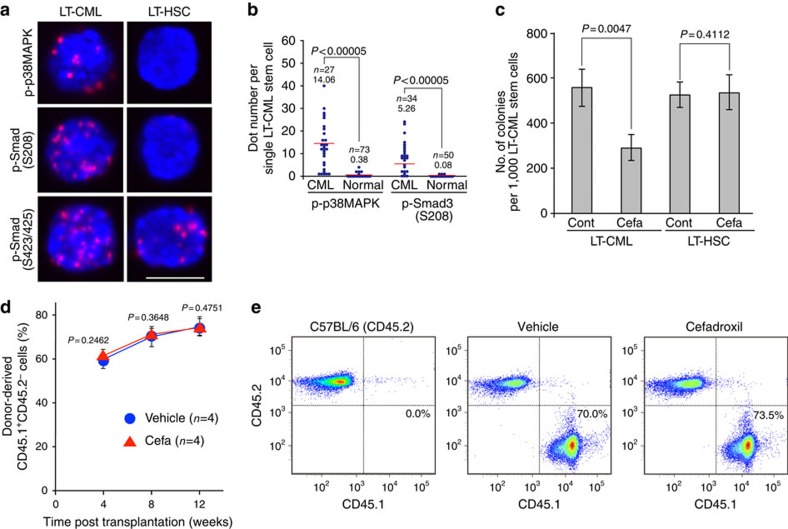
Dipeptide transporter chemical competitor does not inhibit normal HSCs *in vivo*. (**a**,**b**) D-PLA imaging and quantification of p38MAPK–Thr180/Tyr182, Smad3–Ser208 and Smad3–Ser423/425 phosphorylation in LT-CML stem cells and normal LT-HSCs. Nuclei were visualized using DAPI. Results are representative of three trials. The combinations of primary antibodies used are listed in Supplementary Table 1. Scale bar, 10 μm. (*P* value, Student's *t*-test.) (**c**) Quantification of colony-forming capacity of LT-CML stem cells and normal LT-HSCs treated with vehicle (Cont) or Cefa (5 μM) on OP-9 stromal cells (3% O_2_) for 5 days. Data are the mean colony number±s.d. (*n=3*) and are representative of three experiments (*P* value, Student's *t*-test). (**d**,**e**) Competitive reconstitution assay to determine the effects of Cefa on normal HSCs. (**d**) Lethally irradiated (9 Gy) C57BL/6 (CD45.2) recipient mice were reconstituted with 1 × 10^4^ normal KLS^+^ cells (CD45.1) plus 5 × 10^5^ unfractionated BM MNCs (CD45.2). Recipients were treated with vehicle (female, *n*=4) or Cefa (36 mg kg^−1^ per day; female, *n*=4) from day 0 to 12 weeks (wks) post transplantation. Reconstitution by donor-derived cells (CD45.1^+^) was monitored at 4, 8 and 12 wks by flow cytometry. Data are the mean (%) of donor-derived CD45.1^+^CD45.2^−^ cells among PBMCs±s.d. (*n*=4) (*P* value, Student's *t*-test.) (**e**) Representative flow cytometric analyses of donor-derived CD45.1^+^CD45.2^−^cells among the PBMCs at 8 wks in **d** stained with anti-CD45.1 and anti-CD45.2 mAb. Cells from littermate C57BL6 (CD45.2) mice were stained as a negative control.

**Figure 6:**
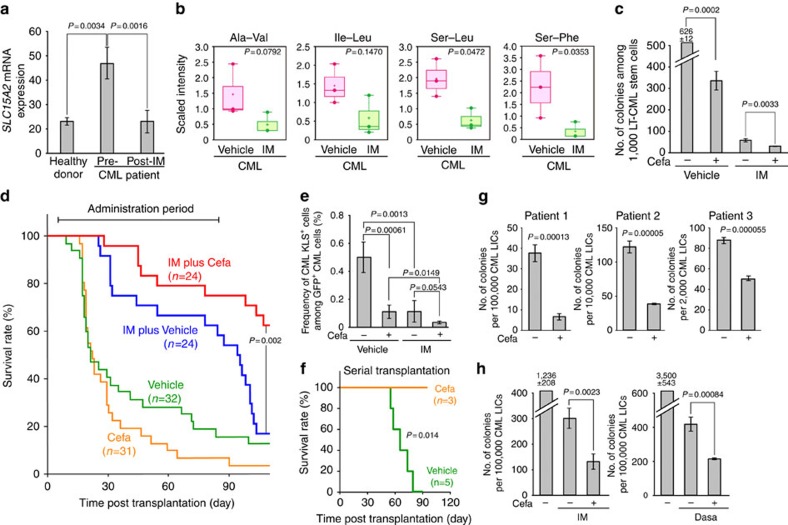
Inhibition of dipeptide uptake in combination with TKI therapy eradicates CML stem cells *in vivo*. (**a**) Relative *SLC15A2* mRNA expression in human CML patients as determined by microarray analysis of nine healthy donors and nine CML patients pre- and post IM therapy. Data are from a public database (GEO, GSE33075) (*P* value, one-sided *t*-test). (**b**) Metabolomic analyses of dipeptides in CML-KLS^+^ cells from CML-affected mice that received either vehicle (male, *n*=2; female, *n*=4; three experiments) or IM (100 mg kg^−1^ per day; male, *n*=2; female, *n*=6; three experiments) for 30 days. Amounts of dipeptides were plotted in whisker boxes. Cross, mean value; horizontal line across box, median value; error bars, maximum and minimum of distribution (*P* value, vehicle versus Cefa; Welch's *t*-test). (**c**) Quantification of colony-forming capacity of LT-CML stem cells (3% O_2_) with either vehicle (−) or 5 μM Cefa (+) for 5 days in the absence or presence of 1 μM IM. Data are the mean colony number±s.d. (*n*=3) and are representative of three experiments (*P* value, Student's *t*-test). (**d**) Survival rates of CML-affected mice (female) that received vehicle, IM (100 mg kg^−1^ per day) and/or Cefa (36 mg kg^−1^ per day) for days 8–90 post transplantation. Results shown are cumulative data obtained from three independent experiments. Statistical differences were determined using the log-rank non-parametric test. (**e**,**f**) Eradication of CML stem cells *in vivo* by cefadroxil. CML-affected mice received vehicle (−), IM and/or Cefa (+) daily for 30 days post transplantation as in **d**. (**e**) Mean frequency±s.d. of GFP/BCR-ABL1^+^CML-KLS^+^cells among total GFP/BCR-ABL1^+^CML cells (*n*=3) (*P* value, Student's *t*-test). (**f**) Survival rate of new recipient mice (female) that received serial transplantation of GFP/BCR-ABL1^+^CML-KLS^+^cells (3 × 10^4^ cells) from the CML-affected mice in **e** that had been treated with vehicle (female, *n*=4) or Cefa (female, *n*=5). Mouse survival was monitored for 90 days (*P* value, log-rank non-parametric test). (**g**,**h**) Quantification of colony-forming capacity of human CD34^+^CD38^−^Lin^−^CML-LICs that were treated *in vitro*: (**g**) with either vehicle (−) or 5 μM Cefa (+) for 5 days, or (**h**) with vehicle (−) or 5 μM Cefa (+) in the absence or presence of 1 μM IM or 500 nM dasatinib (Dasa) for 3 days. Data shown are the mean colony number±s.d. (*n*=3) (*P* value, Student's *t*-test).

**Figure 7:**
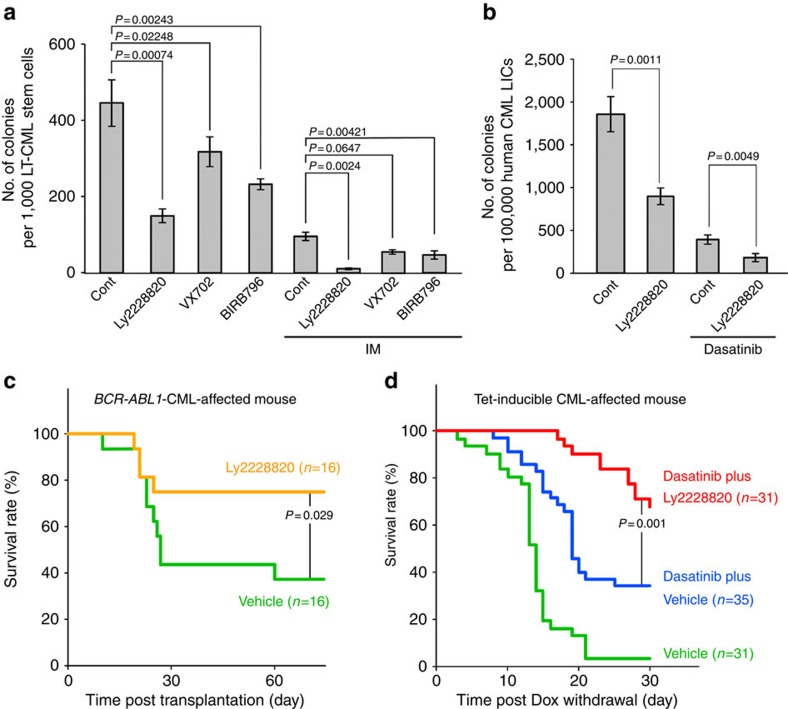
p38MAPK inhibitor depletes CML *in vivo*. (**a**) Quantification of colony-forming capacity of murine LT-CML stem cells treated with DMSO (Cont), the p38MAPK inhibitors Ly2228820 (5 μM), VX-702 (5 μM) or BIRB796 (5 μM) in the absence or presence of IM (1 μM) on OP-9 stromal cells (3% O_2_) for 5 days. Data are the mean colony number±s.d. (*n*=3) (*P* value, Student's *t*-test). (**b**) Quantification of colony-forming capacity of human CML-LICs treated with DMSO (Cont) or Ly2228820 (5 μM) in the absence or presence of dasatinib (500 nM) on OP-9 stromal cells (3% O_2_) for 3 days. Data are the mean colony number±s.d. (*n*=3) (*P* value, Student's *t*-test). (**c**) Survival curve of CML-affected mice (*BCR-ABL1*-CML-affected mice) receiving Ly2228820 alone. CML-affected mice received vehicle (female, *n*=16) or Ly2228820 (2.5 mg kg^−1^ every 3rd day; female, *n*=16). Mouse survival was monitored for up to 60 days. Results shown are cumulative data obtained from two independent experiments (*P* value, log-rank non-parametric test). (**d**) Survival curve of tet-inducible CML-affected mice receiving Ly2228820 plus dasatinib. At 1 day post DOX withdrawal, tet-inducible CML-affected mice received either vehicle or dasatinib (5 mg kg^−1^ per day). At 8 days post DOX withdrawal, these animals received additional vehicle alone (male, *n*=15; female, *n*=16), dasatinib plus vehicle (male, *n*=19; female, *n*=16) or dasatinib plus Ly2228820 (2.5 mg kg^−1^ every 3rd day; male, *n*=12; female, *n*=19). Survival was monitored for up to 30 days. Results shown are cumulative data obtained from five independent experiments (*P* value, log-rank non-parametric test).

**Figure 8:**
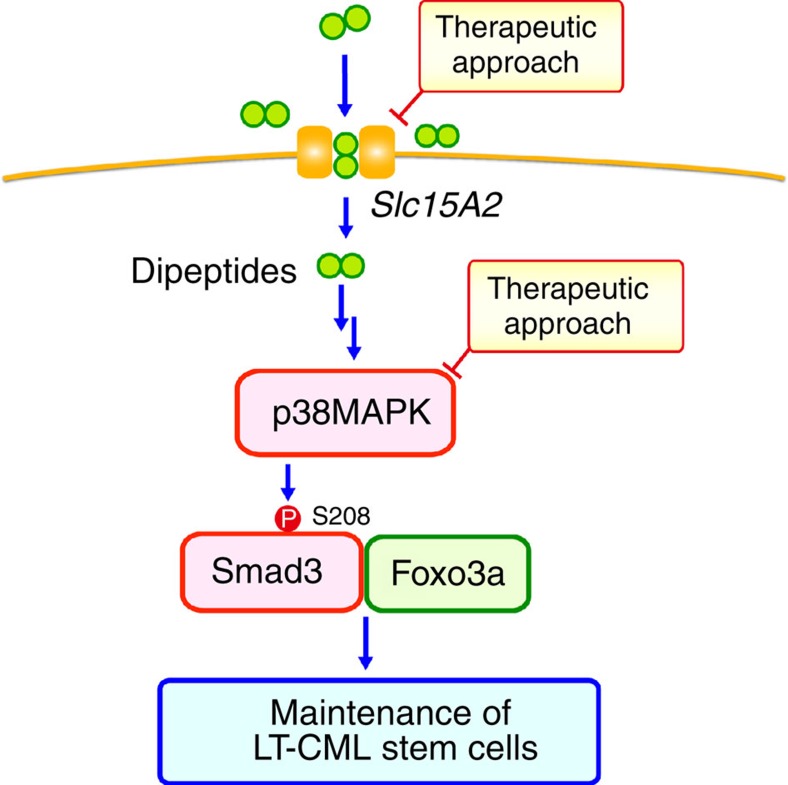
Therapeutic approach based on disruption of a nutrient supply essential for CML stem cells. Diagram outlining the proposed role of dipeptide uptake in LT-CML stem cell maintenance. Dipeptide species internalized by the Slc15a2 dipeptide transporter may initiate nutrient signalling activating p38MAPK. This p38MAPK activation mediates non-canonical Smad3–Ser208 phosphorylation that allows the LT-CML stem cells to activate Foxo3a and is critical for LT-CML stem cell maintenance. Because this mechanism is not important for normal HSCs, interference with dipeptide uptake nutrient signalling may represent a novel therapeutic approach for CML patients.

# Supplementary material for: Dipeptide species regulate p38MAPK–Smad3 signalling to maintain chronic myelogenous leukaemia stem cells
**Source:** Nat Commun. 2015 Aug 20;6:8039. doi: 10.1038/ncomms9039
**Supplement:** Supplementary Figures and Table — Supplementary Figures 1-12 and Supplementary Table 1

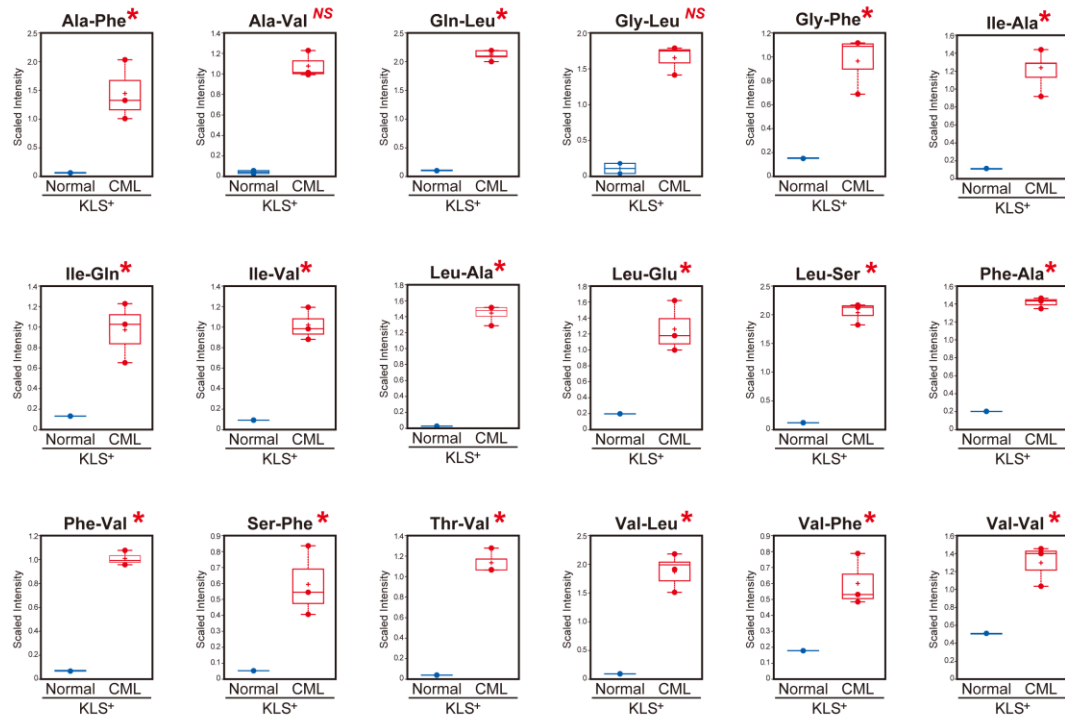

**Supplementary Figure 1. Accumulation of various dipeptide species in CML stem cells.**

Levels of the indicated dipeptides were determined using the metabolomics approach described in **Methods** and in **Fig.1** for KLS<sup>+</sup> cells isolated from tet-inducible CML-affected *Tall-tTA<sup>+</sup>TRE-BCR-ABL1<sup>+</sup>* mice (n=4 mice in each of 3 experiments) and normal littermate *Tall-tTA<sup>+</sup>* mice (n=6 mice in each of 2 experiments) at 5 wks after DOX withdrawal. Amounts of dipeptides in normal KLS<sup>+</sup> and CML-KLS<sup>+</sup> cells were plotted in whisker boxes. Cross, mean value; horizontal line across the box, median value; error bars, maximum and minimum of distribution; dot, extreme data point (\*,  $P < 0.05$ ; Normal-KLS<sup>+</sup> vs. CML-KLS<sup>+</sup>; Welch's *t*-test; NS, Not significant). See also **Fig.1a-c**. For quantitation summary, see **Fig.1d**.

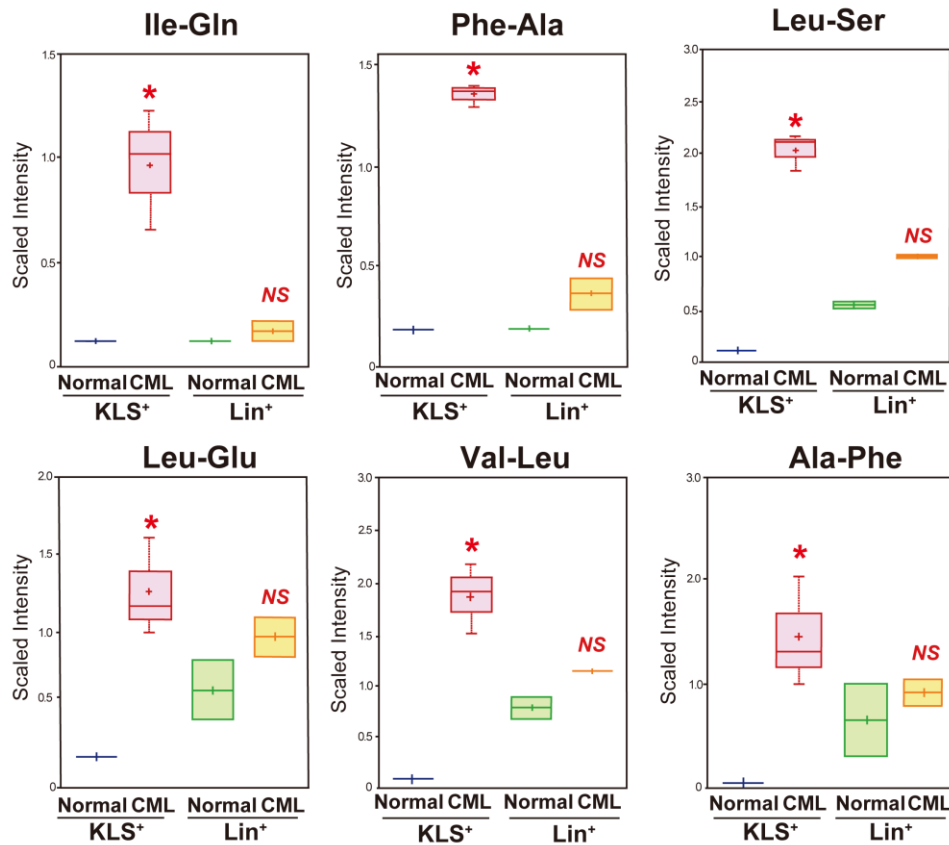

**Supplementary Figure 2. Comparison of dipeptide species between CML stem cells and differentiated CML cells.**

Levels of the indicated dipeptides were determined using the metabolomics approach described in **Methods** for immature KLS<sup>+</sup> cells and differentiated Lin<sup>+</sup> cells isolated from tet-inducible CML-affected *Tall-tTA<sup>+</sup>TRE-BCR-ABL1<sup>+</sup>* mice (n=4 mice in each of 3 experiments) and normal littermate *Tall-tTA<sup>+</sup>* mice (n=6 mice in each of 2 experiments) at 5 wks after DOX withdrawal. Results are the scaled intensity values for a given dipeptide in CML-KLS<sup>+</sup>, CML-Lin<sup>+</sup>, normal KLS<sup>+</sup>, and normal Lin<sup>+</sup> cells.

Amounts of dipeptides were plotted in whisker boxes. Cross, mean value; horizontal line across the box, median value; error bars, maximum and minimum of distribution (\*,  $P < 0.05$ ; Normal vs. CML; Welch's *t*-test; NS, Not significant). See also **Fig.1c,d.** and **Supplementary Fig.1.**

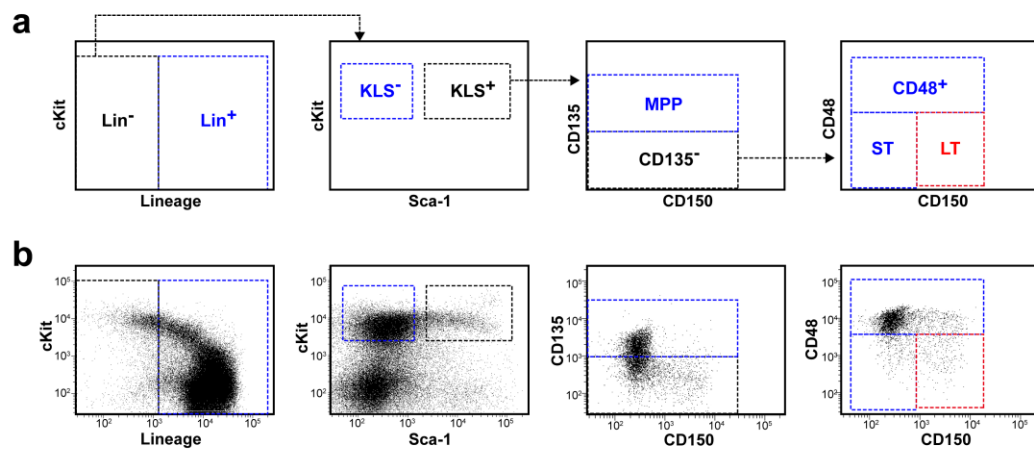

### Supplementary Figure 3. Fractionation of subpopulations of CML cells.

Total bone marrow (BM) mononuclear cells (MNCs) were isolated from the two hind limbs of tet-inducible CML-affected mice. These cells were immunostained to detect lineage (Lin) markers (CD4, CD8, B220, Mac1, Gr-1 and Ter119), as well as Sca-1, cKit, CD135, CD48 and CD150, and analysed by flow cytometry. Cells were classified as: Lin<sup>+</sup> CML cells (Lin<sup>+</sup>); Lin<sup>-</sup> CML cells (Lin<sup>-</sup>); KLS<sup>-</sup> CML cells (cKit<sup>+</sup>Lin<sup>-</sup>Sca-1<sup>-</sup>) (KLS<sup>-</sup>); KLS<sup>+</sup> CML cells (cKit<sup>+</sup>Lin<sup>-</sup>Sca-1<sup>+</sup>) (KLS<sup>+</sup>); multipotent progenitor (MPP)-like CML cells (CD135<sup>+</sup>KLS<sup>+</sup>) (MPP); CD48<sup>+</sup> CML cells (CD48<sup>+</sup>CD135<sup>-</sup>KLS<sup>+</sup>) (CD48<sup>+</sup>); ST-CML stem cells (CD150<sup>-</sup>CD48<sup>-</sup>CD135<sup>-</sup>KLS<sup>+</sup>) (ST); or the most primitive LT-CML stem cells (CD150<sup>+</sup>CD48<sup>-</sup>CD135<sup>-</sup>KLS<sup>+</sup>) (LT). 

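The transcripts of the sorting markers were read from the RNA-sequencing libraries of these CML populations and of the corresponding normal ones. Slamf1, which encodes CD150, was 35.5 and 25.4 RPKM in the LT-CML replicates and 14.3 and 10.7 in the LT-HSC replicates, and 2.87 RPKM or less in the ST and KLS- libraries. Ly6a, which encodes Sca-1, was at least 72.4 RPKM in each LT and ST library and 11.7 in CML-KLS- and 8.16 in normal KLS- cells. Kit was between 78.4 and 213 RPKM in all 8 libraries. Cd48 was 129 RPKM in CML-KLS- and 174 in normal KLS- cells, 45.1 in ST-CML and 41.8 in ST-HSC cells, and 16.8 and 29.5 in the LT-CML against 10.4 and 5.17 in the LT-HSC replicates (log2 fold change 1.47, standard error 0.35, adjusted p = 0.109 from limma). Flt3, which encodes CD135, was 11.9 and 19.2 RPKM in the LT-CML replicates against 3.95 and 2.52 in the LT-HSC replicates, a log2 fold change of 1.95 (standard error 0.28, adjusted p = 0.0184 from limma, n = 2 in each group). It was 71.6 RPKM in the ST-CML library and 61.6 in the ST-HSC library, although both populations were sorted as CD135-. The higher Slamf1 in LT-CML than in LT-HSC libraries had a log2 fold change of 1.21 (standard error 0.25, adjusted p = 0.0652 from limma). In the pooled comparison of CML stem with normal HSC libraries, its adjusted p was 0.732 without and 0.0150 with LT or ST cell type as a covariate. The libraries measure transcripts, and the gates were set on surface protein.

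**Figure D5:**
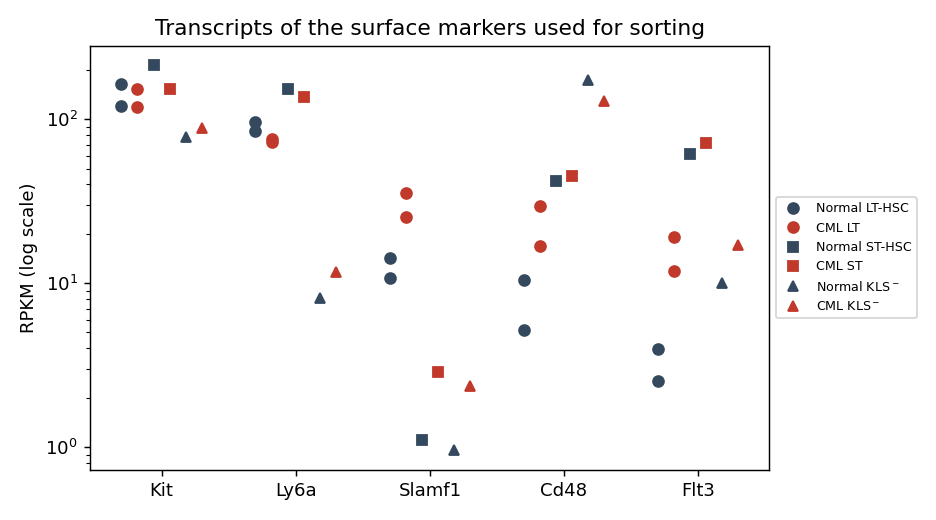
RPKM (y axis, log scale) of 5 sorting-marker genes (x axis) in the 8 libraries, normal in dark grey and CML in red, with circles for LT, squares for ST and triangles for KLS- cells. Each point is 1 library; Slamf1 is highest in the LT libraries and Ly6a lowest in the KLS- libraries.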

The gating pattern for cell sorting (**a**) and representative flow cytometric data (**b**) are shown.

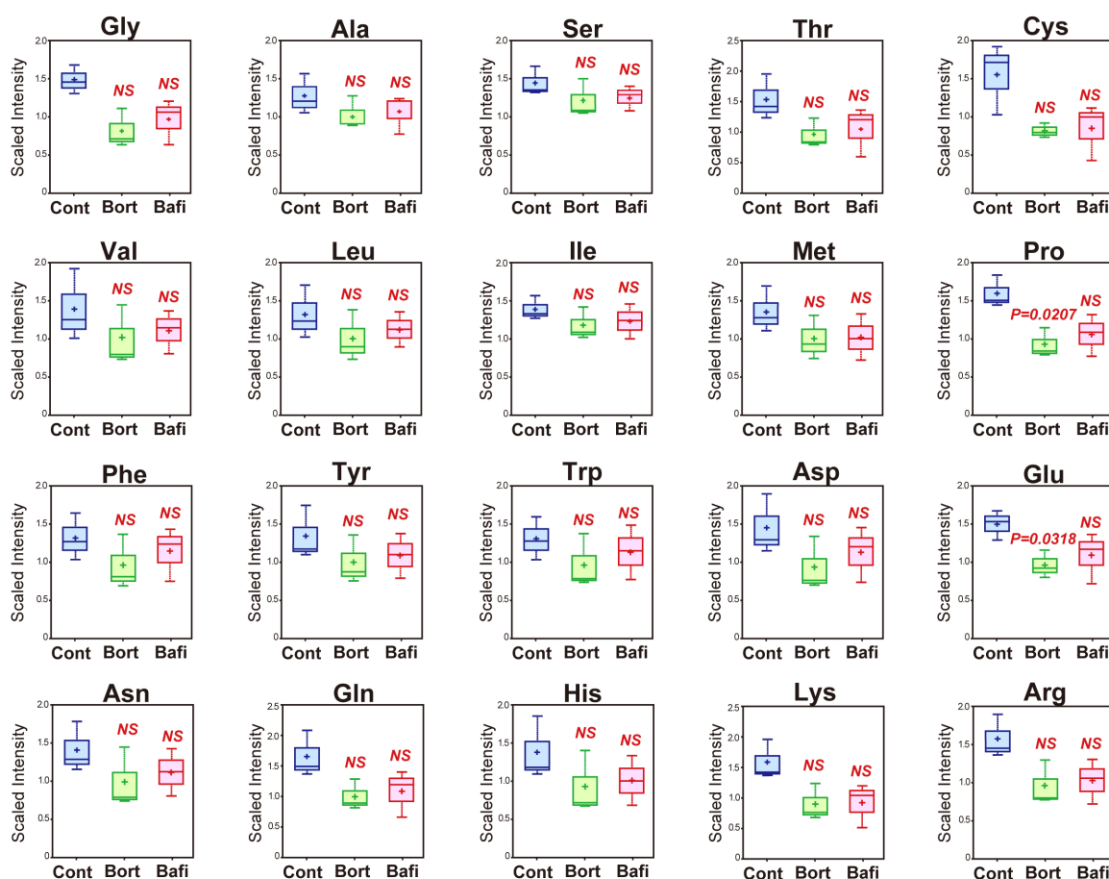

**Supplementary Figure 4. Effect of proteasome and autophagy inhibitors on amino acid levels in CML stem cells.**

Metabolomics analysis of the indicated individual amino acids in CML-KLS<sup>+</sup> cells treated *in vitro* for 2hr with vehicle (DMSO; control; Cont), Bortezomib (100nM) or Bafilomycin A1 (100nM). Data are scaled intensity values analysed as in **Fig.1b** from 3 independent experiments. Amounts of amino acids were plotted in whisker boxes. Cross, mean value; horizontal line across the box, median value; error bars, maximum and minimum of distribution (\*,  $P<0.05$  compared with control; Welch's  $t$ -test; NS, Not significant). See also **Supplementary Fig.5**.

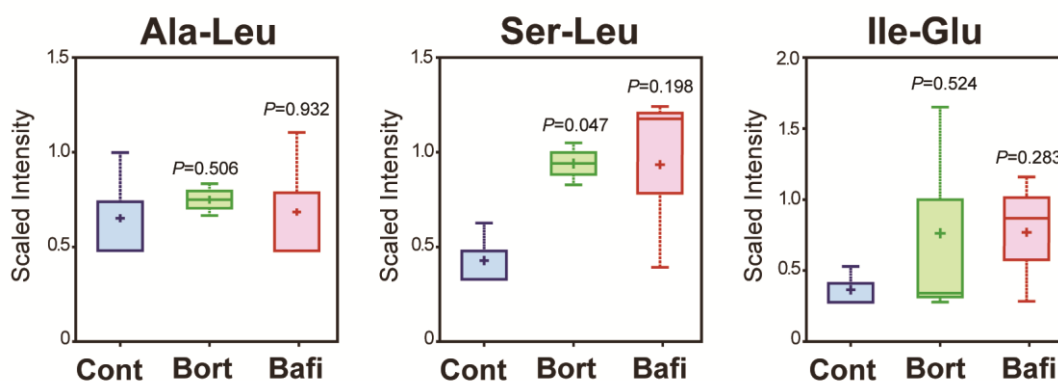

**Supplementary Figure 5. Effect of proteasome and autophagy inhibitors on dipeptide levels in CML stem cells.**

Metabolomics analysis of the indicated dipeptide species in CML-KLS<sup>+</sup> cells treated *in vitro* for 2h with vehicle (DMSO; control; Cont), Bortezomib (100nM; Bort) or Bafilomycin A1 (100nM; Bafi). Data are scaled intensity values obtained from 3 independent experiments and analysed as in **Fig.1c**. Amounts of dipeptides were plotted in whisker boxes. Cross, mean value; horizontal line across the box, median value; error bars, maximum and minimum of distribution. *P*-value compared with control was measured by Welch's *t*-test. See also **Supplementary Fig.4**.

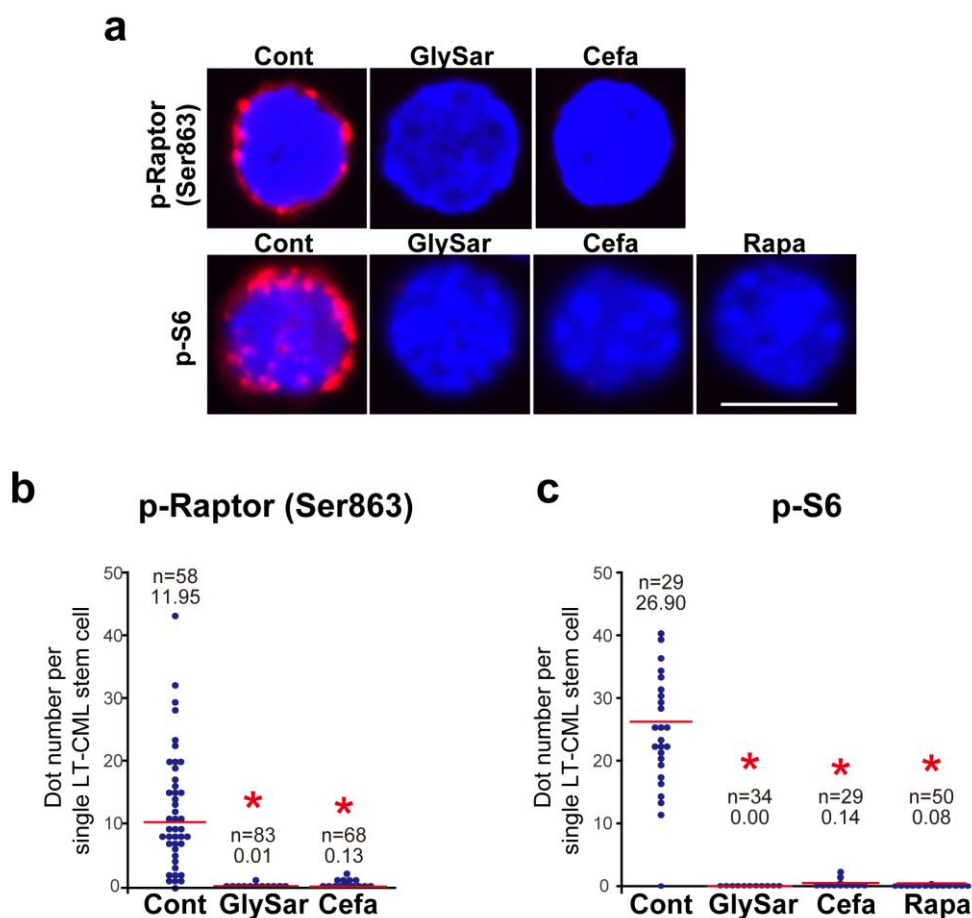

**Supplementary Figure 6. Inhibition of Slc15A2-mediated dipeptide uptake attenuates mTORC1-mediated nutrient signalling in LT-CML stem cells.**

(a) Duolink *in situ* PLA (D-PLA) imaging of the phosphorylation of Raptor-Ser863 and S6 in LT-CML stem cells that were treated for 30 min with vehicle (Control), 5 $\mu$ M GlySar, or 5 $\mu$ M Cefadroxil under hypoxic (3% O<sub>2</sub>) conditions. Rapamycin (Rapa; 100nM) is a positive control for the inhibition of mTORC1 signalling. Nuclei were visualised using DAPI. The combinations of primary antibodies (Abs) used are listed in **Supplementary Table 1**. Scale bar, 10 $\mu$ m. Results are representative of 3 trials.

(b,c) Quantitation of dot number of phospho-Raptor-Ser863 (b) and phospho-S6 (c) per single LT-CML stem cell determined from the 3 experiments in (a) using Duolink Image Tool software. The mean dot number (red line) appears under total cells number (n) (\*,  $P < 0.00005$  compared with control; Student's *t*-test).

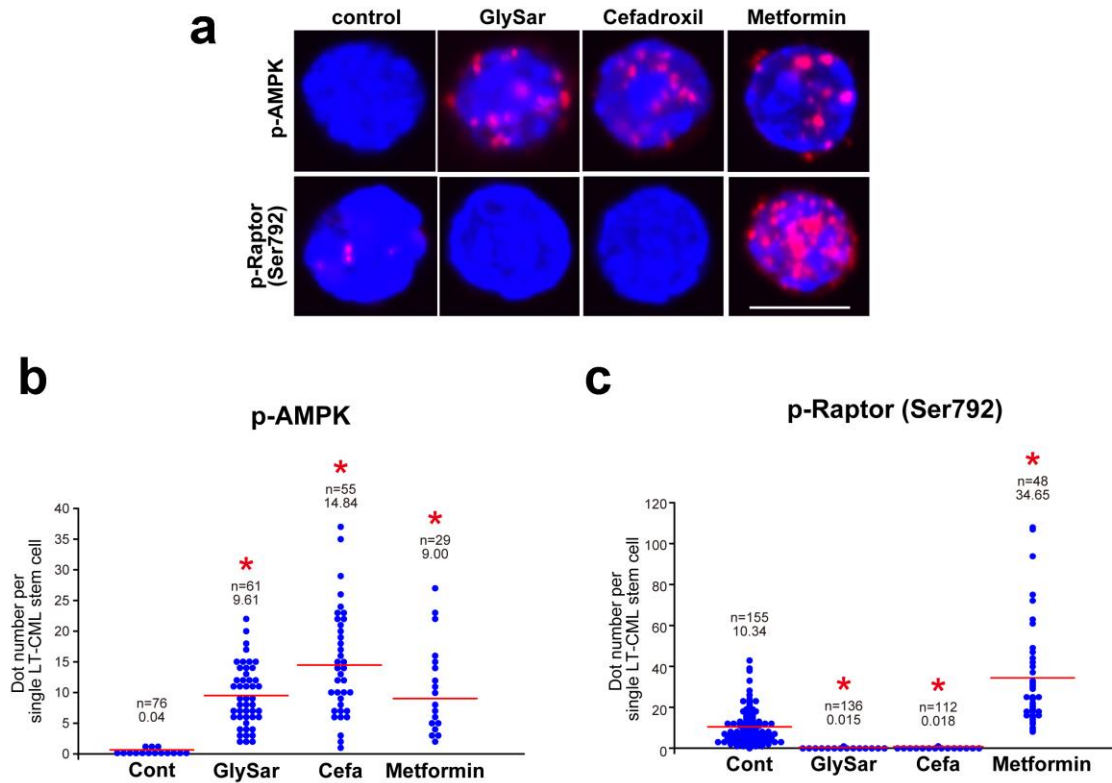

**Supplementary Figure 7. AMPK does not inhibit mTORC1 pathway in CML stem cells after treatment with Slc15A2 dipeptide transporter inhibitors.**

(a) Duolink *in situ* PLA (D-PLA) imaging of (top) AMPK phosphorylation at Thr172, and (bottom) Raptor phosphorylation at Ser792, in freshly isolated LT-CML stem cells that were treated for 30 min with vehicle (Control), 5µM GlySar, or 5µM Cefadroxil under hypoxic (3% O<sub>2</sub>) conditions. The combinations of primary antibodies (Abs) used are listed in **Supplementary Table 1**. Treatment with Metformin (AMPK activator; 10 mM) was a technical positive control for AMPK phosphorylation and for Raptor-Ser792 phosphorylation. Nuclei were visualised using DAPI. Scale bar, 10µm. Results are representative of 3 trials.

(b,c) Quantitation of dot numbers of phospho-AMPK (b) and phospho-Raptor-Ser792 (c) per single LT-CML stem cell determined from the 3 experiments in (a) using Duolink Image Tool software. The mean dot number (red line) appears under total cells number (n) (\*,  $P < 0.00005$  compared with control; Student's *t*-test).

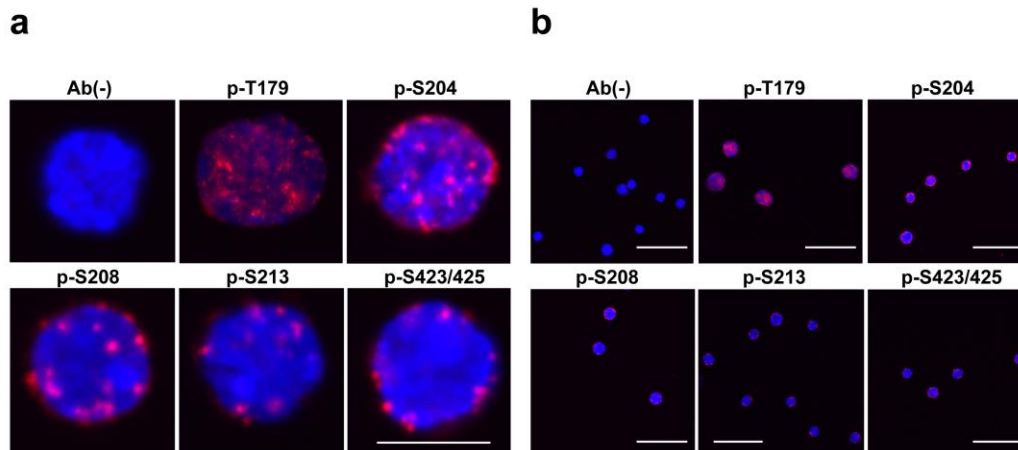

**Supplementary Figure 8. Site-specific Smad3 phosphorylation in LT-CML cells induced by TGF- $\beta$ 1.**

D-PLA imaging of freshly isolated LT-CML stem cells that were treated with  $1\text{ ng ml}^{-1}$  TGF- $\beta$ 1 for 30 min as a technical positive control for enforced Smad3 phosphorylation at Thr179, Ser204, Ser208, Ser213 and Ser423/Ser425. **(a)** High magnification images. Scale bar,  $10\mu\text{m}$ . **(b)** Low magnification images. Scale bars,  $50\mu\text{m}$ . The combination of primary antibodies used is listed in **Supplementary Table 1**. Ab (-), technical negative control using a single mouse anti-Smad3 antibody. Nuclei were visualised using DAPI (blue). See also **Fig.3c,d**.

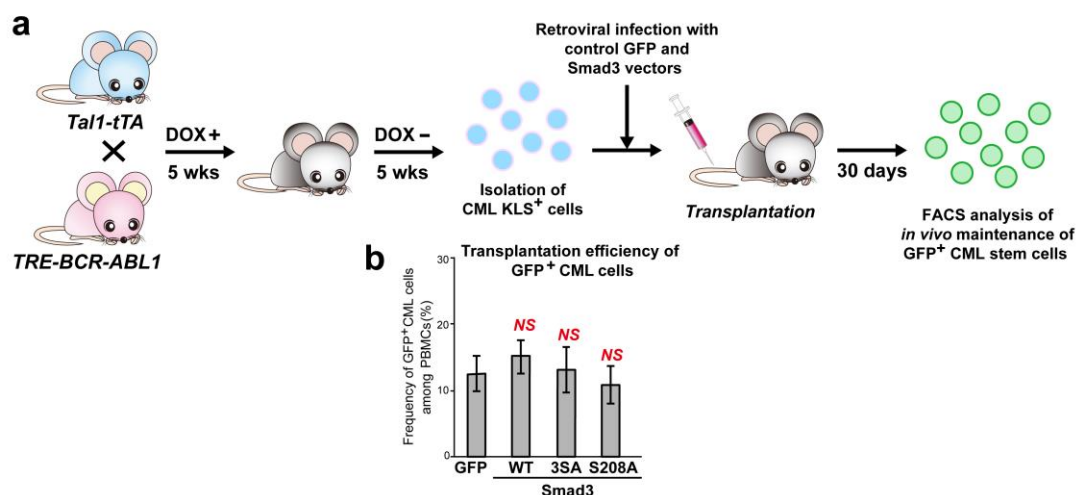

**Supplementary Figure 9. Transplantation of retrovirally-transduced Smad3-expressing KLS<sup>+</sup> cells to evaluate LT-CML stem cell maintenance *in vivo*.**

(a) Schematic illustration of the experimental protocol. Tet-inducible CML-affected mice were generated by crossing the indicated strains. Doxycycline (DOX) was supplied to the progeny for 5 wks and then withdrawn for 5 wks to induce CML-like disease. CML KLS<sup>+</sup> cells were purified from BM MNCs isolated from the two hind limbs of CML-affected mice and cultured overnight before incubation with solutions of retroviral vectors expressing control GFP, human Smad3-WT, Smad3-3SA or Smad3-S208A. Retrovirally-infected CML KLS<sup>+</sup> cells were transplanted into irradiated congenic recipient mice ( $1.0-1.5 \times 10^5$  cells/mouse). After 30 days, BM MNCs were analysed by flow cytometry to detect GFP<sup>+</sup> CML stem cells.

(b) Quantitation of transplantation efficiency of CML KLS<sup>+</sup> cells infected with control-GFP or the indicated Smad3-expressing retroviral vectors. The frequency of GFP<sup>+</sup> CML cells among total peripheral blood mononuclear cells (PBMCs) was assessed at 4 wks post-transplantation by flow cytometry. Results are the mean  $\pm$  s.d. (female;  $n=3$  mice per group) and are representative of 3 independent trials ( $P$ -value compared with GFP<sup>+</sup> CML cells; Student's  $t$ -test). See also **Fig.3h-j**.

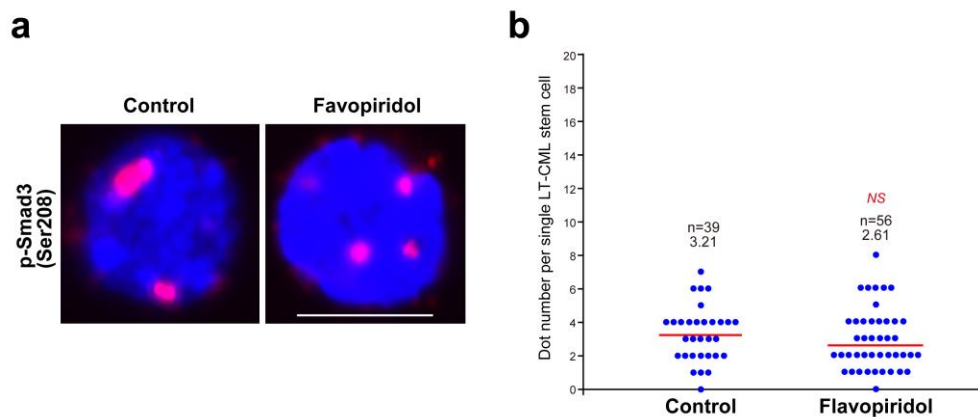

**Supplementary Figure 10. The cyclin-dependent kinase 9 (CDK9) inhibitor Flavopiridol does not affect Smad3-Ser208 phosphorylation in LT-CML stem cells.**

(a) D-PLA imaging of Smad3-Ser208 phosphorylation in freshly isolated LT-CML stem cells that were treated for 30 min with vehicle (Control) or 300nM Flavopiridol (CDK9 inhibitor) under hypoxic (3% O<sub>2</sub>) conditions. The combination of primary antibodies used is listed in **Supplementary Table 1**. Nuclei were visualised using DAPI. Scale bar, 10µm.

(b) Quantitation of dot numbers of phospho-Smad3-Ser208 per single LT-CML stem cell determined from the 3 experiments in (a) using Duolink Image Tool software. The mean dot number (red line) appears under total cells number (n). The statistical significance among control vs. Flavopiridol was measured by Student's *t*-test. NS, not significant.

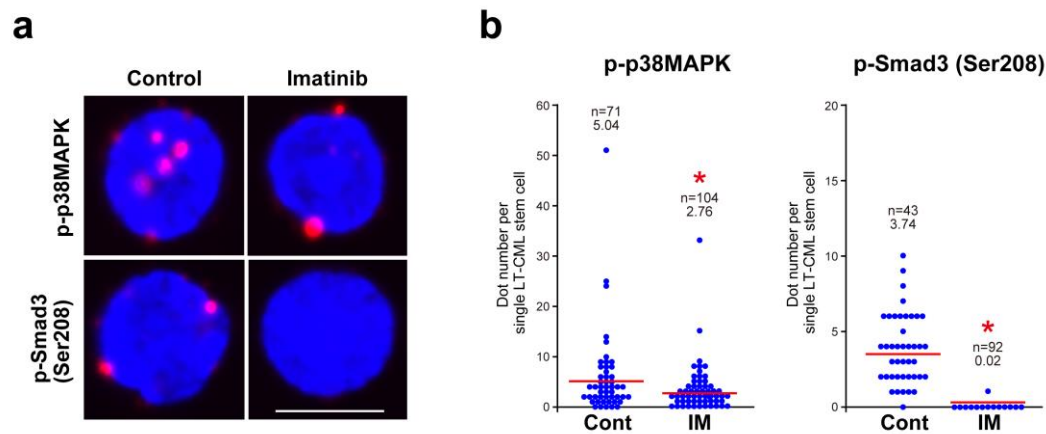

**Supplementary Figure 11. Attenuated phosphorylation of p38MAPK and Smad3-Ser208 in LT-CML stem cells after treatment with Imatinib.**

**(a)** D-PLA imaging of p38MAPK and Smad3-Ser208 phosphorylation in freshly isolated LT-CML stem cells that were treated for 30 min with vehicle (Control) or 1μM imatinib (IM) under hypoxic (3% O<sub>2</sub>) conditions. The combination of primary antibodies used is listed in **Supplementary Table 1**. Nuclei were visualised using DAPI. Scale bar, 10μm.

**(b)** Quantitation of dot numbers of phospho-p38MAPK and phospho-Smad3-Ser208 per single LT-CML stem cell determined from the 3 experiments in **(a)** using Duolink Image Tool software (\*,  $P < 0.00005$  compared with control; Student's  $t$ -test).

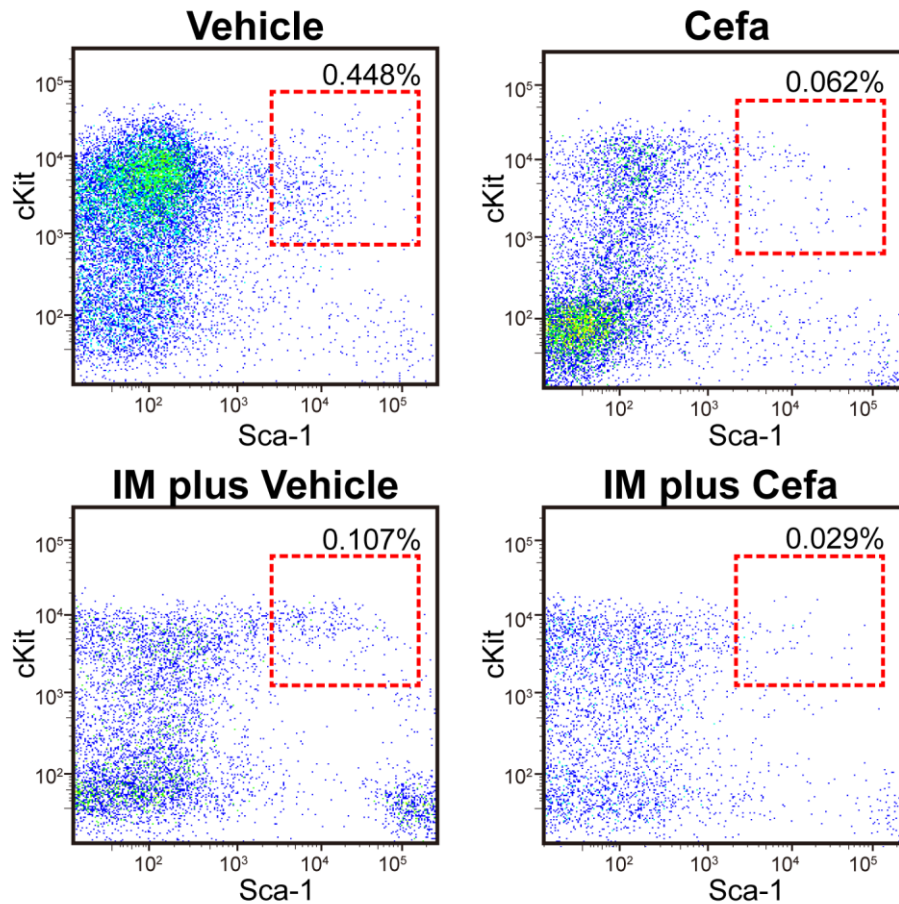

**Supplementary Figure 12. Cefadroxil administration *in vivo* reduces the frequency of GFP/BCR-ABL1<sup>+</sup>CML-KLS<sup>+</sup> cells in mice.**

Lethally irradiated C57BL/6 recipient mice (female) were transplanted with HSCs transduced with the *GFP/BCR-ABL1* oncogene. At 8 days post-transplantation, CML-affected mice received: vehicle alone (female;  $n=3$ ), vehicle plus Cefadroxil (Cefa; 36mg Kg<sup>-1</sup>day<sup>-1</sup>; female;  $n=4$ ), vehicle plus IM (100mg Kg<sup>-1</sup>day<sup>-1</sup>; female;  $n=4$ ), or IM plus Cefadroxil (female;  $n=4$ ). Treatment was delivered by oral gavage for 30 days post-BM transplantation. Data shown are representative flow cytometric analyses highlighting GFP/BCR-ABL1<sup>+</sup>CML KLS<sup>+</sup> cells (red rectangles). Cells were gated on GFP<sup>+</sup>, Lineage<sup>-</sup>. See also **Fig.6e,f**.

**Supplementary Table 1. Antibody combinations for Duolink *in situ* PLA analyses**

| Purpose         | Detection                            | PLA plus strand                                                                              | PLA minus strand                                                          |
|-----------------|--------------------------------------|----------------------------------------------------------------------------------------------|---------------------------------------------------------------------------|
| Phosphorylation | p-Ser465/467 Smad2                   | Goat anti-phospho-Ser465/467 Smad2/<br>phospho-Ser423/425 Smad3<br>(Santacruz, Sc-11769)     | Rabbit anti-Smad2 (D43B4)<br>(Cell Signaling, #5339)                      |
|                 | p-Thr179 Smad3                       | Rabbit anti-Smad3 (C67H9)<br>(Cell Signaling, #9523)                                         | Mouse anti-phospho-Thr179 Smad3/<br>phospho-Thr220 Smad2 (IBL, 1A1)       |
|                 | p-Ser204 Smad3                       | Rabbit anti-phospho-Ser204 Smad3<br>(Abcam, ab63402)                                         | Mouse anti-Smad3 (Abcam, ab75512)                                         |
|                 | p-Ser208 Smad3                       | Rabbit anti-phospho-Ser208 Smad3<br>(Abcam, ab138659)                                        | Mouse anti-Smad3 (Abcam, ab75512)                                         |
|                 | p-Ser213 Smad3                       | Rabbit anti-phospho-Ser213 Smad3<br>(Millipore, ABS48)                                       | Mouse anti-Smad3 (Abcam, ab75512)                                         |
|                 | p-Ser423/425 Smad3                   | Rabbit anti-phospho-Ser423/425 Smad3<br>(Abcam, ab51451)                                     | Mouse anti-Smad3 (Abcam, ab75512)                                         |
|                 | p-Thr180/Tyr182 p38MAPK              | Rabbit anti-p38MAPK<br>(Cell Signaling, D13E1 #8690)                                         | Mouse anti-phospho-Thr180/Tyr182 p38MAPK<br>(Cell Signaling, 28D10 #9216) |
|                 | p-Thr172 AMPK                        | Rabbit anti-phospho-Thr172<br>AMPK (40H9) (Cell Signaling, #2535)                            | Mouse anti-AMPKa (F6)<br>(Cell Signaling, #2793)                          |
|                 | p-Ser792 Raptor                      | Rabbit anti-phospho-Ser792<br>Raptor (Cell Signaling, #2083)                                 | Mouse anti-Raptor (10E10)<br>(Santacruz, Sc-81537)                        |
|                 | p-Ser863 Raptor                      | Rabbit anti-phospho-Ser863<br>Raptor (Santacruz, Sc-130214)                                  | Mouse anti-Raptor (10E10)<br>(Santacruz, Sc-81537)                        |
|                 | p-Ser235/236<br>S6 ribosomal protein | Rabbit anti-phospho-Ser235/236<br>S6 ribosomal protein (D57.2.2E)<br>(Cell Signaling, #4858) | Mouse anti-S6 ribosomal protein (54D2)<br>(Cell Signaling, #2317)         |
| Interaction     | Smad2-Foxo3a                         | Rabbit anti-Smad2 (D43B4)<br>(Cell Signaling, #5339)                                         | Mouse anti-FKHRL1(FR1 )<br>(Sigma, F1304 )                                |
|                 | Foxo3a-Smad3                         | Rabbit anti-Foxo3a (75D8)<br>(Cell Signaling, #2497)                                         | Mouse anti-Smad3<br>(Abcam, ab75512)                                      |
|                 | p-Ser208 Smad3-Foxo3a                | Rabbit anti-phospho-Ser208 Smad3<br>(Abcam, ab138659)                                        | Goat anti-Foxo3a<br>(Abcam, ab17026)                                      |

How the deposited data were processed for this re-analysis (not part of the article)

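Bone marrow cells of normal and CML-affected mice were sorted into LT, ST and KLS- populations, and 8 RNA-sequencing libraries were analysed, with 2 replicates for LT-HSCs and for LT-CML stem cells and 1 library for each other population. Libraries were assigned to populations from their labels and from the list in Supplementary Data 2. The labels and the paper differ on the mouse strain and on the age of the normal mice, and the populations were used as both name them. The normal LT-HSC replicates are the libraries labelled 2 months and 6 months.

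The authors prepared the libraries from total RNA with an ultra-low-input kit and oligo-dT priming, sequenced paired-end reads of 100 bases, mapped them to the mm9 genome (NCBI Build 37) with a commercial service, and deposited RPKM values for each gene. The paper's text does not name the gene annotation, the counting rule or the treatment of reads with several matches. RPKM values are not counts, so no count-based test was used. The reads behind each value were estimated only to judge precision. The most frequent ratio of low RPKM values between libraries gave their relative depth. With this depth, values lay on whole multiples of a common step, taken as 1 read, in 87.6% of the 6245 low genes examined. The share expected by coincidence was not estimated. The exon lengths of GENCODE M1 on NCBI Build 37, the same build, set the scale of the depth. That scale is the most frequent value, held by 1636 of the 5077 low genes with a step and an exon length. The depth was an estimated 17.8 to 23.9 M reads (median 19.4), and the largest depth was 1.34 times the smallest. Counting errors derived from it cover sampling of reads only, since reads from amplified cDNA are not independent molecules. Of the gene names in the files, 93.2% matched 1 locus of the annotation.

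The screen of Supplementary Data 2 was rebuilt from the columns of that table and applied to the RPKM as deposited. Pooled CML stem libraries were compared with pooled normal HSC libraries (3 against 3), and LT-CML with LT-HSC libraries (2 against 2, in a fit of all 8 libraries with 1 mean for each of 6 populations and 2 residual degrees of freedom). Both used limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend) on log2(RPKM + 1) over the 12561 genes with a total above 1 RPKM, with Benjamini-Hochberg adjustment and a threshold of 0.05. Slc15a2 was also compared by an exact permutation test. Shifts of gene sets that were listed beforehand were expressed as the percentile of the median log2 fold change among 10000 random lists of the same size matched on mean expression. Primer and hairpin sequences were matched to transcripts rebuilt from the genome and annotation. Python 3.11 with scipy and pandas was used for everything but the limma fits.

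The steps were tested on simulated data. With 200 of 12561 genes changed by 2 on the log2 scale, the pooled fit recovered 89.0% and 3.26% of its calls were unchanged genes, and the LT fit recovered 76.5% with 5.56% unchanged. In a separate simulation of all 20207 genes of the files, the screen passed 97% of 200 genes raised by 3 on the log2 scale and 25 unchanged genes. Of 20 lists of 20 genes raised 2-fold in the CML stem libraries, 20 lay above the 95th percentile, and 2 of the same 20 lists without the change lay outside the 5th to 95th percentiles. That rise is larger than the median log2 fold changes of the STAT5 target set (0.16) and the peptidase set (0.12). In each simulation the changed genes were drawn only from those with a mean log2(RPKM + 1) above 1. Recovery of lower genes and of smaller shifts was therefore not tested.

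The genes named were fixed beforehand by a rule. It covers the Slc15a family, the sorting markers, genes the paper names and Actb, the 8 genes with the largest ratio among screened genes with an adjusted p under 0.05 and separate groups, the 5 genes with the largest falls with an adjusted p under 0.05 and separate groups, and members of the listed sets. Of 53 genes that met the rule for the largest ratios, 3 had a mean of 0 RPKM in normal HSCs, so that their ratio had no size, and were not ranked. Alternatives covered the pseudocount, the minimum on RPKM, quantile and upper-quartile normalization, the covariates and samples of each fit, the form of the screen's p, and leaving out each library in turn. Metabolomics, imaging, colony, transplantation and patient data were not used here.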

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

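In this part, the percentile of the interferon set with its alternatives and the prediction on genes 8-fold apart were set before the data were examined, the prediction without an exact definition, and all other tests were chosen after the results were seen.

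Genes of the interferon response outside the MHC, a set the paper does not discuss, were lower in CML stem libraries than in normal HSC libraries. All 26 genes used had a negative log2 fold change, with a median of -0.74, and the set lay at percentile 0 of 10000 random lists. Singly, only Rsad2 (adjusted p = 0.00112 from limma) and Bst2 (adjusted p = 0.00966 from limma) passed the threshold. The log2 fold changes of Stat2 (-0.014) and Oas1a (-0.083) were close to none. Genes of one response can vary together between libraries, and the random lists were matched on mean expression only. Percentile 0 can therefore overstate the evidence. The percentile was also 0 after quantile normalization, but the random lists come from the same libraries, so this does not test a general difference in RPKM between the groups. It was 0 with each normal HSC library left out in turn, which excludes that the shift is lost without 1 of them but, at the end of the scale, not that it becomes smaller. In the KLS- libraries, which have no replicates, the percentile was again 0. An effect of the disease and a difference in strain or housing between CML and normal mice would each give this, and the shift cannot be told apart from such a difference.

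Y-linked transcripts were present in 2 of the 8 libraries. Ddx3y was 31.0 RPKM in LT-HSC replicate 2 and 17.5 RPKM in LT-CML replicate 2, and at most 0.0625 RPKM in LT-CML replicate 1 and in the 5 other libraries. Xist, the transcript of the inactive X chromosome, was 0.154 RPKM in LT-HSC replicate 2 against 27.3 in replicate 1, and 13.5 RPKM in LT-CML replicate 2 against 30.8 in replicate 1. A candidate explanation is that the cells came from mice of both sexes. The paper describes mice of both sexes, and the labels do not give the sex. Xist was as low in the KLS- libraries, 13.6 RPKM in normal and 12.4 in CML, as in LT-CML replicate 2, so for that library Xist does not decide.

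Transcripts of the granulocyte lineage differed between the LT-CML replicates. Mpo was 1291 RPKM in LT-CML replicate 2 and 5.2 RPKM in replicate 1, against 830 in the ST-CML library and 13120 in CML-KLS- cells. Ela2 was 1120 in replicate 2, 2.62 in replicate 1 and 627 in the ST-CML library, so replicate 1 was the lowest of the CML stem libraries. LT-HSC replicate 2 had 1802 RPKM of S100a8 against 214 in replicate 1. KLS- cells mixed into LT-CML replicate 2 were tested as an explanation with the 53 genes more than 16-fold higher in CML-KLS- cells than in LT-CML replicate 1. A single mixed-in share should be the same for each gene, but the quartiles of the share were 3.99% and 18.2% (ratio 4.55), so mixing of the sequenced KLS- population at one share does not account for it. Mixing of another cell type and expression in part of the LT cells were not tested.

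Genes that differed 8-fold or more between CML and normal cells within each matched population, LT, ST and KLS-, with an offset of 0.1 RPKM, numbered 16, of which 10 were higher and 6 lower in CML. A difference in strain or haplotype between the mice was predicted, before the data were examined, to give 35 to 65% of genes higher in CML and an excess of neighbours. The prediction did not fix how libraries are compared within a population or the offset added to RPKM, and both were settled after the data were seen. The share higher in CML was 62.5%, inside the range, but none of the 13 genes with a position had another within 1 Mb (percentile 43.5 of random lists). When every CML library was compared with every normal library, the share was outside the range at the same offset (81.8%, 9 genes higher and 2 lower, percentile 46.9) and at an offset of 0.05 RPKM (73.3%, 11 higher and 4 lower, percentile 43.3). With an offset of 0.05 RPKM within matched populations, 25 genes gave a share of 64% and a percentile of 97.3, both as predicted. The outcome of the test depended on the definition, so it did not decide.

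Socs2 and Irf1 had differences of opposite sign in stem cells and progenitors, but those in progenitors were small. Socs2 was higher in each CML stem library than in each normal HSC library, and its log2 ratio of CML to normal was -0.44 in KLS- cells. There it was low, 0.378 RPKM in CML and 0.514 in normal cells. Irf1 was lower in each CML stem library, and its log2 ratio was 0.18 in KLS- cells (20.75 RPKM in CML and 18.37 in normal). Without replicates, neither KLS- difference can be told apart from no change. Neither difference between CML stem cells and normal HSCs passed the threshold (adjusted p = 0.0914 for Socs2 and 0.136 for Irf1 from limma). With LT or ST cell type as a covariate, the adjusted p of Socs2 was 0.0353. Each KLS- group had 1 library and the differences between stem cells and progenitors were not tested. No biological explanation was tested for them.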

How the results depend on the processing

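The alternatives for the screen, the fits and the gene sets were set before the data were examined, except the count of screened genes without undefined ratios, which was chosen after seeing the data and gave 107 genes. For genes far apart in all populations, the 4-fold threshold, the offsets and both ways of comparing libraries were chosen after seeing the data. The cause of a change was not tested where none is given.

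The number of genes passing the screen was 122. It was 81 with a two-sided p, 194 when LT libraries alone were compared without a p, 263 without a minimum on the total and 49 with a mean of at least 1 RPKM. It ranged from 53 to 124 across the 6 counts that each left out one library. Equal variances, a log2 scale, separation of the groups in place of p, upper-quartile scaling and quantile normalization kept it within 1.5 times of 122.

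The pooled limma fit gave 294 genes. It gave 193 without a minimum on RPKM, 543 with LT or ST cell type as a covariate and 776 with all 8 libraries and cell type as a covariate, and 115 to 217 across the 6 fits that each left out one library. The LT fit gave 217 genes, and 0 without a minimum on RPKM, where 1765 genes had an unadjusted p under 0.05.

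Slc15a2 was higher in CML under each alternative. Its log2 fold change for the pooled libraries stayed past the threshold under each of them and was 1.37 to 1.49 across the 6 fits that each left out one library. For LT cells it was 1.42 both with and without a minimum on RPKM, but the adjusted p without it was 0.218, above the threshold. It was 1.34 to 1.51 across the 4 values that each left out one LT library, which have no test. The log2 ratio of LT-CML to CML-KLS- cells, 2.03, was 1.75 after quantile normalization and 1.65 as a difference of mean log2(RPKM + 1), and 1.94 to 2.12 with either LT-CML replicate left out.

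Among the gene sets, the interferon set stayed at percentile 0 under each alternative. The STAT5 target set, at percentile 98.6, ranged from 93.6 to 99.97 with one library left out, and the peptidase set, at 98.0, from 89.6 to 99.2. The cell cycle set, at 11.4, ranged from 0 to 100, and the mature lineage set, at 96.5, from 0 to 100, so no direction can be given for them. Leaving out a library changes the share of ST cells in one group, and the cell cycle genes differ between LT and ST cells.

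Of single genes named, Mapk14 had a log2 fold change of -0.04, which was 0.0206 after quantile normalization and ranged from -0.105 to 0.0391 with one library left out. The other changes among 21 single genes were 36 losses of significance, in Serpina3h, H2-Ea, Slc5a9, Hbb-b2, H2-Eb1, Cish and Pim2, and 4 gains, in Socs2 and Slamf1. Which single genes beyond the naming rule were followed in this way was chosen after seeing the data. No paired analysis was possible because neither the labels nor the paper links single normal to single CML libraries by mouse, litter or batch. Cell type could be blocked, which gave the 543 and 776 genes above. Y-linked transcripts were present in 1 LT library of each group, but this was seen only in the data and was not used as a block.

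Depth limits the low genes. At 17.8 to 23.9 M reads, Slc15a1 and Slc15a3 had 24 reads or fewer in each library, and 74 of the 107 screened genes averaged at least 1 RPKM in CML stem cells.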

Differences from the paper's values

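With the settings fixed before the data were examined as the main ones, no value differed from the paper's by more than the limits set. The screen passed 122 genes against the paper's 107, and leaving out the genes with a mean of 0 RPKM in a denominator, a setting chosen after seeing the values, gave 107. Of the alternatives set before the data were examined, the comparison of LT libraries alone (194), no minimum on the total (263), a mean of at least 1 RPKM (49) and leaving out LT-CML replicate 1 (53) were more than 1.5 times away from the paper's number.

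The paper describes the screen as one of genes higher in LT-CML stem cells. The statistics of Supplementary Data 2 pool the ST with the LT libraries, and 105 of the 107 genes had both LT-CML replicates above both LT-HSC replicates. The screen selected the genes on these same LT libraries, so this separation largely follows from the selection and is not a separate test.

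The RT–PCR panel of Fig. 2a shows Slc15A2 higher in LT-CML than in ST-CML stem cells. In the RNA-sequencing libraries it was 10.3 RPKM in ST-CML stem cells (1 library) and 8.75 and 9.94 RPKM in the LT-CML replicates.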

Other observations

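The tests of chance, normalization and mixed-in cells for Slc15a2, of the interferon response for the MHC genes and of normalization for the STAT5 targets were set before the data were examined. The tests of sex, depth and strain for Slc15a2, of every CML against every normal library, of the screened genes in KLS- cells, of strain for the MHC genes and of genes 4-fold apart were chosen after the results were seen.

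Of the 10 splits of the 6 LT and ST libraries into 3 and 3, only the real one (1 of 10) gave as many as 294 genes with an adjusted p under 0.05. The other splits gave 0 such genes, with up to 1473 genes at an unadjusted p under 0.05. For the screen, again 1 of 10 splits, the real one, passed as many as 122 genes in either direction, and the larger count of the 2 directions was 9 to 94 in the others. With 3 libraries against 3 the share cannot be below 0.1, so neither count excludes an accidental difference between the groups. With the stem and HSC groups exchanged, for genes higher in normal HSCs, the screen passed 196 genes. CML-KLS- cells stayed the progenitor denominator there, which genes low in all CML libraries pass easily. The 196 and the 122 are therefore not like for like.

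The higher Slc15a2 in CML stem cells was set against technical explanations. Its log2 fold change after quantile normalization was 1.52, so higher overall values in the CML libraries do not account for it. It was lower in CML-KLS- than in LT-CML cells by a log2 ratio of 2.03, so KLS- cells mixed into the stem libraries would lower it. Over the 4 stem libraries without Y-linked transcripts the log2 ratio of CML to normal was 1.72, so the sex of the mice does not account for it. The deepest library had 1.34 times the depth of the shallowest, and since RPKM is already divided by depth, this ratio does not test depth as an explanation. A difference in strain or haplotype was not excluded. The log2 ratio of CML to normal in KLS- cells was 0.81, between none and that of the stem cells, and the difference in Slc15a2 cannot be told apart from an effect of the mice's background in these libraries.

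Of the 107 screened genes, 88 were also higher in CML-KLS- than in normal KLS- cells, where random lists matched on expression had a median of 51 (percentile 100 of 10000 lists), and 53 were raised 2-fold or more. The thresholds of the screen themselves act on this, because normal KLS- cells are among the 5 other libraries and CML-KLS- cells are in a denominator, and the random lists do not carry these thresholds, so the percentile does not exclude chance combined with the selection. Of the 53 genes, 49 had a position and 11 of them had another such gene within 1 Mb, against 5 of 50 among the other screened genes. A disease effect shared by stem cells and progenitors and a difference in background could each give this, and the numbers do not decide between them.

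MHC genes made up 7 of the 107 screened genes and 26 of 12274 genes that could have passed (Fisher's exact test, one-sided p = 1.8e-09). Neighbouring MHC genes are similar in sequence and linked, so they are not independent, and reads shared between them were not tested. A rise with the interferon response was tested with interferon genes outside the MHC. These lay at percentile 0, lower in CML, so an interferon response does not account for it. All 7 were also higher in CML-KLS- than in normal KLS- cells, which a difference in strain or haplotype and an effect of the disease would both give. The MHC class II gene H2-Eb1 was among the largest falls, from 15.1 ± 14.9 RPKM (SD, n = 3) to 0.472 ± 0.261 (SD, n = 3).

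A 4-fold threshold was tried only after the planned 8-fold test had shown no excess of neighbours. Within matched populations, with an offset of 0.1 RPKM, it gave 49 genes, 31 higher and 18 lower in CML, a share of 63.3%, and 11 of the 40 with a position had another within 1 Mb against a median of 2 in random lists (percentile 99.9). Comparing every CML with every normal library gave 19 genes higher and 10 lower at the same offset, a share of 65.5% and a percentile of 95.6, and 26 higher and 12 lower at an offset of 0.05 RPKM, a share of 68.4% and a percentile of 99.6, both shares outside the predicted 35 to 65%. In all, 2 thresholds, 2 ways of comparing libraries and 2 offsets were tried. The share ranged from 62.5 to 81.8% and lay inside the range only for comparisons within matched populations. The percentile was above 95 for each list at 4-fold, and at 8-fold only for matched populations with an offset of 0.05 RPKM (97.3). The outcome depends on these choices, so a difference in strain or haplotype between the CML and the normal mice is neither established nor excluded. Clusters of related genes that change together in the disease would also give neighbours. The labels name C57BL/6 for all libraries, the paper describes FVB/N littermates here and C57BL/6 mice, normal and CML, in other experiments, and RPKM values hold no sequence variants with which to type the mice.

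STAT5 target genes, which BCR-ABL1 signalling can raise, lay at percentile 98.6 in CML stem cells and at percentile 98.8 after quantile normalization. The random lists come from the same libraries, so this comparison does not test overall values in the CML libraries as an explanation. Between the CML and normal KLS- libraries, 1 in each group, the set lay at percentile 64.7 with a median log2 difference of 0.015. In CML stem cells its median log2 fold change was small, 0.16, and 8 of 10 genes were higher. Pim2 had a log2 fold change of 1.29 (standard error 0.17, adjusted p = 0.0109 from limma) and Cish 1.11 (standard error 0.20, adjusted p = 0.0366), each higher in 3 of 3 CML stem libraries than in the 3 normal HSC libraries. The adjusted p of Cish rose above 0.05 with any of the 6 libraries left out, and that of Pim2 with LT-HSC or LT-CML replicate 1 left out. The peptidase set lay at percentile 98.0 with a median log2 fold change of 0.12, and no explanation was tested for it.

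None of the transcripts of signalling genes that the paper names passed the threshold between CML stem cells and normal HSCs. For Smad2, Smad3, Foxo3, Bcl6, Mapk14, Tgfb1, Tgfbr1, Rptor, Mtor, Rps6, Prkaa1, Cdk8, Cdk9 and Tal1, the log2 fold change lay between -0.60 (Bcl6) and 0.21 (Mtor), and the smallest adjusted p was 0.349 (Bcl6, limma), or 0.156 for Bcl6 with LT or ST cell type as a covariate. Bcl6 was 0.368 and 0.385 RPKM in the LT-CML replicates and 0.870 and 1.94 in the LT-HSC replicates. These values say nothing on phosphorylation.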
